# Replication Origin Selection Regulates the Distribution of Meiotic Recombination

**DOI:** 10.1016/j.molcel.2014.01.022

**Published:** 2014-02-20

**Authors:** Pei-Yun Jenny Wu, Paul Nurse

## Abstract

The program of DNA replication, defined by the temporal and spatial pattern of origin activation, is altered during development and in cancers. However, whether changes in origin usage play a role in regulating specific biological processes remains unknown. We investigated the consequences of modifying origin selection on meiosis in fission yeast. Genome-wide changes in the replication program of premeiotic S phase do not affect meiotic progression, indicating that meiosis neither activates nor requires a particular origin pattern. In contrast, local changes in origin efficiencies between different replication programs lead to changes in Rad51 recombination factor binding and recombination frequencies in these domains. We observed similar results for Rad51 when changes in efficiencies were generated by directly targeting expression of the Cdc45 replication factor. We conclude that origin selection is a key determinant for organizing meiotic recombination, providing evidence that genome-wide modifications in replication program can modulate cellular physiology.

## Highlights

• Premeiotic S phase neither activates nor requires a specific origin usage program
• Origin selection is a key regulator of the distribution of meiotic recombination
• Organization of genome duplication has a functional impact on cellular physiology

## Introduction

Eukaryotic DNA synthesis initiates at origins of replication distributed throughout the genome. The program of DNA replication is defined by the timing of firing of each origin during S phase and the probability of usage of each origin in a population of cells, or origin efficiency. Origin selection is modulated by diverse inputs, including cell-cycle regulation, chromatin modifications, nucleotide levels, and gene transcription (Aladjem, 2007, Méchali, 2010, Gilbert, 2007, Cayrou et al., 2010). Alterations in the pattern of replication have been observed in *Xenopus* and *Drosophila* during development (Méchali, 2010, Hyrien and Méchali, 1993), in differentiating mouse and human cells (Grégoire et al., 2006, Ryba et al., 2010, Hiratani et al., 2008), and in cancers (Amiel et al., 1998, Dotan et al., 2004), but it remains unknown whether undergoing S phase with particular programs of replication has direct consequences on cellular function. A major change in cellular physiology is the transition to the process of meiosis, which ensures the production of gametes for sexual reproduction and the exchange of genome complements. A genome-wide analysis in fission yeast has suggested that there are significant alterations in origin efficiencies between the mitotic and meiotic cell cycles (Heichinger et al., 2006). Therefore, we have investigated the impact of origin selection during premeiotic S phase on the subsequent events in meiotic DNA metabolism, characterized by two rounds of chromosome segregation, including a reductional division and interhomolog recombination (Roeder, 1997).

## Results

### Premeiotic S Phase Neither Requires nor Activates a Particular Program of Replication

First, we determined if the characteristic changes in the replication program observed during meiosis (Heichinger et al., 2006) are a consequence of the commitment to meiotic progression or result from the environmental conditions that lead to meiosis. In fission yeast, nitrogen starvation triggers the mating of haploid cells to generate diploids that undergo meiosis and sporulation. We therefore tested the effect of changing the nutritional conditions on the program of origin usage in premeiotic S phase. To this end, we induced meiosis in nitrogen-rich medium by utilizing the well-characterized *pat1-114* temperature-sensitive mutation in diploid fission yeast cells (Iino and Yamamoto, 1985). At permissive temperature, these cells are sensitive to mating pheromones (M-factor in our experiments), which bring about G1 arrest (Davey and Nielsen, 1994). Subsequent shift to restrictive temperature allows synchronous entry into meiosis in the continuous presence of a nitrogen source. We assessed the replication program in these conditions or following a standard nitrogen starvation procedure (Figure S1A available online). To determine origin efficiencies in these experiments, cells were treated with hydroxyurea (HU) prior to the start of S phase, and genomic DNA was analyzed by microarrays for increase in copy number (Heichinger et al., 2006). 

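HU depletes nucleotides, so that forks stall near the origins that fired and copy number rises around those origins alone. DNA of HU-treated cells was hybridised against unreplicated DNA on 2-colour arrays with 42641 nuclear probes. There were 18 arrays, 2 for each of 9 biological replicates, with the dyes exchanged between the 2 arrays of a replicate. Meiosis (+N), Meiosis (−N), mitotic Haploid (+N) and mitotic Haploid (−N) had 2 replicates each, and mitotic Diploid (−N) had 1. All cultures received 12 mM HU, and the starved cultures had spent 16 h without nitrogen. The Meiosis (+N) cells were harvested 1 h after the temperature shift according to the paper and 2 h according to the sample labels. The authors deposited the scanner output, in which the processed intensities of both dyes are background-subtracted and dye-normalized by a linear method. From these the log2 ratio of S phase over unreplicated DNA was computed here. Spots marked as outliers by the scanner software were left out, each array was centred on its median, and the arrays of a replicate were averaged. Of 42707 probes, between 13 and 862 were such outliers on an array, and at most 62 were not well above background. Median signal over background lay between 57.2 and 465.1, and the number of arrays limits the precision. The dyes affected the ratios. Before averaging, the log2 ratios of the 2 arrays of a replicate correlated across probes with r from -0.495 in Haploid (−N) replicate 1 to 0.578 in Meiosis (+N) replicate 2, and r was below 0 in all 5 starved replicates. The noise between neighbouring probes, as an SD of log2 ratios, was 0.14 in Meiosis (+N) replicate 2 and between 0.03 and 0.09 in the other replicates.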

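Origins were called in each replicate as peaks of the 5-probe mean with a copy number of at least 1.1 that were higher than 8 values on each side, with the most frequent value of the profile set to 1. In premeiotic S phase, 605 and 1068 origins were found in the (+N) replicates and 222 and 323 in the (−N) replicates, or 836.5 ± 327 (SD, n = 2) against 272.5 ± 71.4 (SD, n = 2). A two-sided exact permutation test of 2 replicates against 2 gave p = 0.3333, the smallest it allows. Over all conditions, the 4 nitrogen-rich replicates had 660.8 ± 278 origins (SD, n = 4) and the 5 starved replicates 307.4 ± 127 (SD, n = 5), with p = 0.0317 in a two-sided exact permutation test and 0.0952 after Benjamini-Hochberg adjustment over the 6 tests planned for origin numbers and efficiencies. The ranges overlapped, since Haploid (−N) replicate 2 had 522 origins and Haploid (+N) replicate 2 had 461. Without Meiosis (+N) replicate 2 the difference was 217.6, with p = 0.0714 in the exact permutation test. Among the alternatives, calling on the second array of each dye swap alone moved this difference most, to -35.7 origins. On the first array alone it was 274.4. A single array keeps the effect of the dyes, which averaging the 2 arrays of a replicate reduces. Whether that effect caused the change was not tested. The median efficiency of the origins called, as copy number above 1 in percent, was 21.2% ± 4.55 (SD, n = 2) in Meiosis (+N) and 19.7% ± 0.483 (SD, n = 2) in Meiosis (−N), a difference within the spread between replicates. Meiosis (+N) replicate 1 lay at 24.4% and replicate 2 at 18.0%, below both (−N) replicates. At the origins found in both mean profiles, 157 of 160 had the higher efficiency in (+N), by a median of 20.4 percentage points. In limma's moderated test on bins of 5 successive probes, 1035 of 8526 bins differed between Meiosis (+N) and Meiosis (−N) at an adjusted p below 0.05, 773 of them higher in (+N) and 262 lower. With profiles centred on their most frequent value instead of their median, 1094 bins were higher and 107 lower. Without Meiosis (−N) replicate 2, 70 bins passed, and without Meiosis (+N) replicate 1, 2110.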

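Of 702 origins of the mean premeiotic profiles, 568 differed between (+N) and (−N) at an adjusted p below 0.05 (limma, Benjamini-Hochberg) and in the same direction in every pairing of replicates, 563 of them higher in (+N) and 5 lower. These positions are peaks called from the same profiles that were tested, which favours the condition in which a peak was called. The split between higher and lower differed with that condition, so that 563 against 5 cannot show how far the direction is shared. Bins, which were not chosen by peaks, gave 773 higher and 262 lower. Of the 510 origins called in (+N) alone, 416 passed, all higher in (+N). Of the origins called in both, tested at the (+N) position, 142 passed, all higher in (+N). Of the 32 called in (−N) alone, 10 passed, 5 of them higher in (+N) and 5 lower. Positions are those of the array design, which names no genome build. The 5 largest differences all lay within short segments where Meiosis (+N) replicate 2 exceeded 2.5 copies and no other replicate did. The largest, on chromosome I from 3500844 to 3500899, had an efficiency of 104.5% in (+N) replicate 1 and 863% in replicate 2, against 26.6% ± 2.94 (SD, n = 2) in (−N). The next began at 3537686 on chromosome I, at 204698 and 1949713 on chromosome II and at 3498086 on chromosome I. With normexp, the log2 difference at 1949713 was 0.01 in place of 0.97, and those at 3537686 and 204698 no longer passed, with adjusted p of 0.0552 and 0.0562 from limma. With any one replicate of Haploid (−N) or Meiosis (−N) left out, the largest no longer passed (adjusted p of 0.0622 to 0.0940 from limma), nor did the one at 3537686 (0.0732 to 0.1043). The one at 204698 no longer passed without either replicate of Meiosis (−N) (0.0671 and 0.0693). All 5 origins that were lower in (+N) were on chromosome II. The one with the largest decrease, from 2132144 to 2132203, had an efficiency of -1.22% ± 10.35 (SD, n = 2) in (+N) and 32.2% ± 10.99 (SD, n = 2) in (−N), a log2 difference of -0.42 (standard error 0.11, adjusted p = 0.0129 from limma, and 0.0749 without Meiosis (−N) replicate 2). The others began at 2118074, 1957739, 1249061 and 1712560, and the last no longer passed without either replicate of Haploid (+N), Meiosis (+N) replicate 2 or Meiosis (−N) replicate 2 (adjusted p of 0.0511 to 0.1709 from limma).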

Our results show that the program of premeiotic replication in cells continuously grown in nitrogen-rich medium (+N) is significantly different from that in cells entering the meiotic cycle after nitrogen starvation (−N), with a considerable increase in the number and efficiency of origins (Figures 1A, 1B, S1B, and S1C). This indicates that the meiotic replication program previously described in fission yeast (Heichinger et al., 2006) is a result of nutritional status rather than commitment to meiosis per se. Furthermore, the patterns of origin usage between mitotically cycling cells and meiotic cells maintained in nitrogen-rich medium are very similar (Figures 1B and 1C). 

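Meiosis (+N) and Haploid (+N) profiles correlated across bins of 5 probes with a mean r of 0.646 (SD 0.192 over 4 pairs of replicates), while the replicates of Meiosis (+N) correlated with r = 0.681 and those of Haploid (+N) with r = 0.985. Bins are not independent replicates, and no p is given. With Meiosis (+N) replicate 1, r was 0.813 and 0.812 against the Haploid (+N) replicates, and with replicate 2 it was 0.474 and 0.485. Of 468 origins called from the mean Haploid (+N) profile, 363 lay under 8 probes from an origin of the mean Meiosis (+N) profile, where circular shifts along the chromosomes gave 109 on average and at most 133. In limma, 946 bins differed at an adjusted p below 0.05, 293 higher in Meiosis (+N) and 653 lower. This count fell to almost none with either Haploid (+N) replicate left out, rose without Meiosis (+N) replicate 1 and changed less without its replicate 2. Such fits leave 1 replicate in a group, so that they cannot decide how many bins differ. The likeness of the Haploid (+N) replicates lowers the spread that all groups share in the fit. Should they not be separate cultures, the count of 946 may be too high. Both Haploid (+N) replicates were scanned on one day and the Meiosis (+N) replicates on other days, and with the scan day as a random block 15 bins passed. The cultures also differed in ploidy, in the arrest and in the temperature during S phase.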

Consistent with this, we also found that after nitrogen starvation, origin selection in vegetatively growing cells is virtually identical to that observed in premeiotic S phase in the same −N conditions (Figures 1A, 1D, and 1E). 

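After nitrogen starvation, Meiosis (−N) and Haploid (−N) profiles correlated with a mean r of 0.768 (SD 0.0754 over 4 pairs of replicates), and Meiosis (−N) and Diploid (−N) profiles with 0.8165 (SD 0.0502 over 2 pairs). Between replicates of one condition, r was 0.794 for Meiosis (−N) and 0.7585 for Haploid (−N). Of the origins in the mean Meiosis (−N) profile, 155 lay under 8 probes from one of the 288 in Haploid (−N) and 149 from one of the 241 in Diploid (−N), against 20.9 and 17.04 on average after circular shifts. In limma, 2 bins differed between Meiosis (−N) and Haploid (−N) at an adjusted p below 0.05, with 236 at an unadjusted p below 0.05. Between Meiosis (−N) and Diploid (−N), 0 bins passed in limma, with 88 at an unadjusted p below 0.05. This comparison rests on 1 replicate of Diploid (−N), which was assumed to vary like the other groups, and a count of 0 does not show that the profiles are the same. Replicate 1 of Meiosis (−N) and of Haploid (−N) shared a slide and a scan day. Slides and scan days group the starved replicates alike and differ only in the Haploid (+N) replicates, which shared a day but no slide. The correlation within slides was -0.19 and that within days 0.898, so that the second rests on the likeness of the Haploid (+N) replicates. It cannot show an effect of the day on starved replicates. With the slide as a random block, 1 bin differed between Meiosis (−N) and Haploid (−N). With the scan day as a random block (duplicateCorrelation), 651 bins differed between these conditions, and 12 between Meiosis (−N) and Diploid (−N), with 1163 at an unadjusted p below 0.05. With only the groups compared in the fit, 6 bins differed between Meiosis (−N) and Diploid (−N).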

We conclude that nitrogen availability modulates origin selection and efficiencies in both meiotic and mitotic cycles. 

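In mitotic cells, 1277 bins differed between Haploid (+N) and Haploid (−N) in limma at an adjusted p below 0.05, 1050 of them higher in (+N) and 227 lower, or 1717 higher and 45 lower with profiles centred on their most frequent value. The count fell with any replicate of Haploid (+N) or Haploid (−N) left out and rose without either replicate of Meiosis (+N). Such fits leave 1 replicate in a group, so that they cannot decide how many bins differ. The Haploid (+N) replicates were much alike (r = 0.985), which lowers the spread that all groups share in the fit. Should they not be separate cultures, the count of 1277 may be too high. With the scan day as a random block, 250 bins passed. The Haploid (+N) strain also carried the cdc25-22 allele used for the arrest. It was arrested for 4 h at 36.5 °C and passed S phase at 25 °C, against 34 °C in Haploid (−N). Harvest was after 90 min in Haploid (+N) and after 4 h in Haploid (−N). In this comparison, these differences cannot be told apart from nitrogen. Haploid (+N) and Haploid (−N) profiles correlated with a mean r of 0.713 (SD 0.0382 over 4 pairs), and those of Meiosis (+N) and Meiosis (−N) with 0.567 (SD 0.164 over 4 pairs). Between all nitrogen-rich and all starved replicates, 1836 bins differed, 1228 higher in nitrogen-rich medium and 608 lower, or 2039 and 104 with the other centring. This fit held no term for the condition and took all replicates as independent. Replicates of a condition are alike, so that the count may be too high. It was 1025 with the slide and 758 with the scan day as a random block. The nitrogen effect differed between the meiotic and the mitotic cycle, as an interaction term, in 52 bins, a count that lay between 0 and 1245 with single replicates left out. From the changes in meiotic and in vegetatively growing cells, the paper concludes that nitrogen availability modulates origin selection and efficiencies in both cycles.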

Comparison of the gene expression profiles at the start of S phase during mitotic cycles after nitrogen starvation and in nitrogen-rich conditions (based on data from Mata et al., 2002 and Rustici et al., 2004) suggests that the observed alterations in the pattern of origin efficiencies do not reflect differences in the transcription profiles along the chromosomes (data not shown). Importantly, the significant changes in premeiotic origin usage in different nitrogen conditions (Figures 1A and 1B) provide an effective system for assessing the contribution of the replication program to meiotic progression.

**Figure 1:**
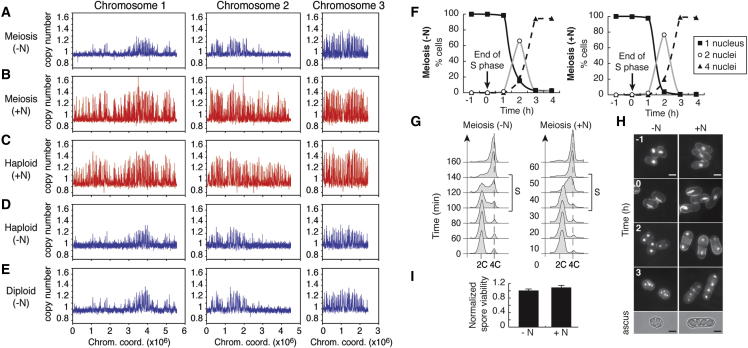
Changes in Replication Origin Selection during Premeiotic S Phase Do Not Affect Overall Meiotic Progression (A) Replication profile in *pat1-114* diploids induced to undergo meiosis after nitrogen starvation. (B) Replication profile in *pat1-114* diploids induced to undergo meiosis when grown continuously in nitrogen-rich medium. (C) Replication profile in haploid cells grown vegetatively in nitrogen-rich medium. (D and E) Replication profiles in haploid (D) and diploid (E) cells that reentered the mitotic cycle after nitrogen starvation. See Figure S1A and Supplemental Experimental Procedures for details of the protocols for (A)–(E). −N: after nitrogen depletion (blue). +N: continuous nitrogen-rich conditions (red). The *pat1-114* mutation allows for induction of meiosis at the restrictive temperature of 34°C. To determine origin efficiencies, cells were treated with hydroxyurea (HU) prior to S phase and harvested at time points when DNA replication is complete in the control samples without HU (data not shown). Genomic DNA was isolated and copy number determined using Agilent 4×44k *S. pombe* arrays. x axis: chromosome coordinates; y axis: copy number. (F) Time course of meiotic progression of *pat-114* diploids induced to undergo meiosis. Heat-fixed cells were stained with DAPI to detect nuclei, and the number of nuclei per cell was counted each hour to determine the kinetics of meiosis I and II after nitrogen depletion (−N) and in continuous nitrogen-rich conditions (+N) (n ≥ 200). The time for the end of premeiotic S phase (t = 0) was determined by flow cytometry (see G). In both cases, most cells have proceeded through meiosis I around 2 hr and meiosis II around 3 hr after the completion of S phase. (G) Length of premeiotic S phase in conditions as in (F). Flow cytometry analysis of cell-cycle progression. t = 0 corresponds to the time of the shift to restrictive temperature (Figure S1A). Duration of DNA replication is indicated by brackets. Premeiotic S phase in continuous nitrogen-rich conditions is approximately half the length of that in cells that have been nitrogen starved. (H) Cytology of meiosis in conditions as in (F). Live cells were stained with Hoechst and Blankophor to visualize nuclei and cell walls. Asci were visualized by DIC. Scale bars, 5 μm. Times are as in (F). The horsetail movement characteristic of meiosis in fission yeast can be seen at t = 0 in both conditions. (I) Spore viability is unaffected by changes in the replication program. Viability of spores in conditions as in (F). Identical numbers of isolated spores (at 10 hr and 8 hr after induction of meiosis for −N and +N, respectively) were plated on rich medium for analysis of viability. Average of 3 independent experiments (n ≥ 200) with SE normalized to the viability after nitrogen starvation.

Taking advantage of this approach, we ascertained whether alterations in the pattern of origin selection affect the major steps of meiosis. We observed no apparent changes in the timing and execution of meiosis I and II relative to the completion of DNA replication (Figures 1F and 1H), and spore viability was unaffected (Figure 1I). However, the increased number of efficient origins in cells that undergo meiosis in continuous nitrogen-rich conditions (Figure S1C) suggested that the time required for genome duplication may be correspondingly altered. 

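Origins with a copy number of at least 1.3 numbered 235 and 253 in the Meiosis (+N) replicates and 8 and 64 in the Meiosis (−N) replicates, a difference of 208 between the means with SDs of 12.7 and 39.6 (n = 2 each), and an exact permutation test gave the smallest p that 2 replicates against 2 allow. Over all conditions, every nitrogen-rich replicate, with 193 to 253 such origins, had more than every starved one, with 8 to 85. The two-sided exact permutation p of 0.00794 is the smallest that 4 replicates against 5 allow. Its adjusted value is 0.0476 over the 6 tests planned for origin numbers and efficiencies. Over all 10 tests run it is 0.0794, which fails the correction. No scan day held both nitrogen-rich and starved replicates, and both Haploid (+N) replicates shared a day. An effect of the scan day thus cannot be told apart from one of nitrogen in this test.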

Using two complementary methods, flow cytometry and single-cell labeling of DNA synthesis (Supplemental Experimental Procedures), we found that the duration of premeiotic DNA replication in nitrogen-rich medium is around 25 min, compared to 50 min in the standard nitrogen-depleted conditions (Figures 2G and S1D). We conclude that in contrast to previous proposals (Holm, 1977, Cha et al., 2000), but consistent with the findings described by Blitzblau et al. (2012) in *S. cerevisiae*, overall meiotic progression does not require either the activation of a specific set of origins or a particular length of S phase.

**Figure 2:**
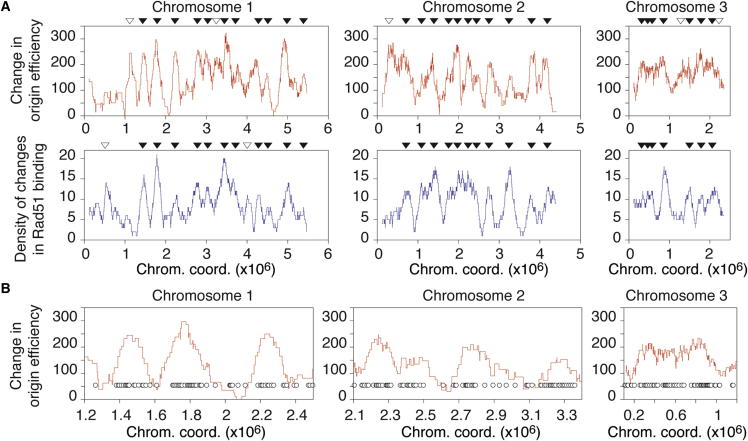
Changes in Origin Efficiencies between Replication Programs Correspond with Changes in Rad51 Binding (A) Genome-wide analysis of changes in origin efficiencies and Rad51 binding. Top panels: alterations in origin efficiencies in premeiotic S phase. The sums of origin efficiencies as in Figure 1 were determined for continuous ∼200 kb windows for premeiotic S phase after nitrogen depletion (−N) and in nitrogen-rich conditions (+N). The graphs show the difference between the two conditions ([+N] − [−N]). Bottom panels: density of increases in Rad51 binding along the genome during meiosis in nitrogen-rich versus nitrogen depletion conditions. The locations of (1) sites of Rad51 binding present only in +N conditions and (2) sites for which +N / −N ≥ 2 for the peak values were identified and combined. Consistent with the lower origin efficiencies across the genome in −N (Figures 1A and 1B), we found very few Rad51 binding sites that are unique to or increased in −N compared to +N (Figure S2C). We therefore focused only on the enrichment in Rad51 binding in +N conditions. The graphs represent the numbers of these sites determined over continuous ∼200 kb windows, as in the top panel. In both the top and bottom panels, the abscissa represents the moving average of the chromosome coordinates for the corresponding ∼200 kb windows. Black triangles indicate a correspondence of the major peaks between the origin efficiency and Rad51 results, and white triangles denote differences. The differences in Rad51 binding between −N and +N conditions are reflected by differences in double-strand break formation, as assayed by pulsed-field gel electrophoresis (Figure S3C). (B) Increases in Rad51 binding in nitrogen-rich medium are clustered in areas with higher origin efficiencies in +N versus −N conditions. Changes in origin efficiencies as in (A) are in red. Circles indicate discrete sites of new or increased (≥2-fold) Rad51 binding in +N conditions (as determined in A). Representative genomic regions are displayed in greater detail. The x axis scale for the graph representing a region of chromosome 3 differs from those for chromosomes 1 and 2 for ease of visualization.

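Sums of origin efficiencies were taken in windows of 200 kb moved by 5 kb, and (−N) was subtracted from (+N) for each of the 4 pairs of premeiotic replicates. The difference was above 0 in all pairs in all 1074 windows of chromosome I, all 853 of chromosome II and all 442 of chromosome III. Neighbouring windows share most of their origins and are not independent. The result also depends on the origin rule. The lowest mean of chromosome II fell below 0 with some alternatives, such as a cutoff of 1.2 (-43.07) or the second dye-swap array alone (-48.13), and stayed above 0 with the others. On chromosome III it fell below 0 on that array alone (-10.13). The highest mean was 1076 percentage points at 3360162 to 3560161 on chromosome I, where single pairs gave 288 to 1863. On chromosome II it was 571 at 2224534 to 2424533, with pairs from 255 to 887.5, and on chromosome III 399.9 at 1805908 to 2005907, with pairs from 268 to 532. The lowest means were 49.3 at 1975162 to 2175161 on chromosome I, 54.1 at 1449534 to 1649533 on chromosome II and 86.7 at 960908 to 1160907 on chromosome III. Without Meiosis (+N) replicate 2, the highest window of chromosome I was 379.5 at 4840162 to 5040161, that of chromosome II 382 at 319534 to 519533, and that of chromosome III 314 at 1800908 to 2000907. The lowest were then 15.72 at 1985162 to 2185161, 27.0 at 1444534 to 1644533 and 60.27 at 65908 to 265907 on chromosomes I, II and III. On chromosome II the lowest was 19.39 without Meiosis (−N) replicate 1 and 87.8 without its replicate 2.

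**Figure D1:**
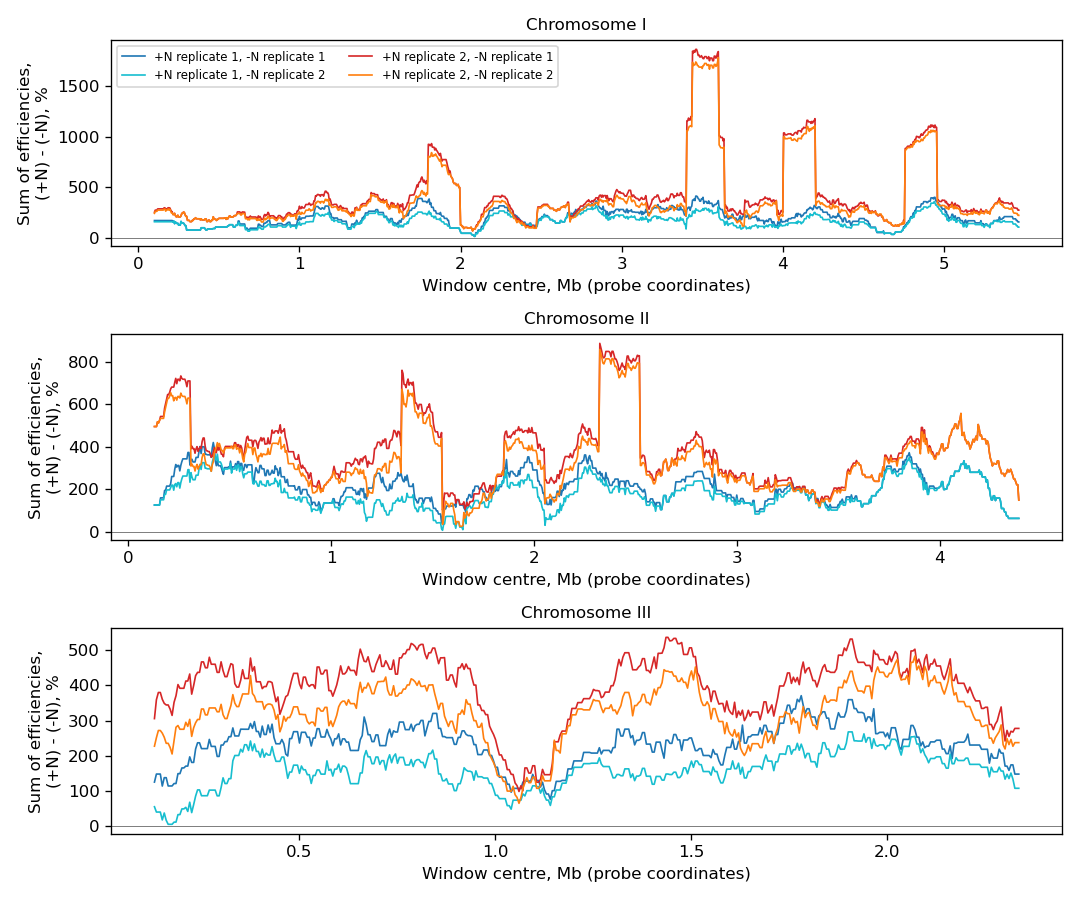
Difference in the sum of origin efficiencies, in percentage points, between Meiosis (+N) and Meiosis (−N) in 200 kb windows along each chromosome, with a line for each pair of replicates. The pairs with (+N) replicate 2 reach 1863 on chromosome I, where the highest mean without that replicate is 379.5.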

### Origin Selection Determines the Sites of Double-Strand Break Formation

In many organisms, including fission yeast, the duration of premeiotic S phase has been characterized to be around twice that of S phase in mitotically cycling cells (Cha et al., 2000, Jaramillo-Lambert et al., 2007). This property was suggested to be critical for meiosis-specific events in DNA metabolism, in particular the subsequent recombination between homologous chromosomes (Holm, 1977, Cha et al., 2000), which is required for proper chromosome segregation and for generating diversity in the haploid products of meiosis (Roeder, 1997). In budding yeast meiosis, local changes in the timing of DNA synthesis led to corresponding changes in the timing of double-strand break (DSB) formation, which is required for recombination; however, the positions and frequencies of DSBs remained unaffected (Borde et al., 2000). Our results on premeiotic origin usage and S phase duration therefore prompted us to investigate the role of the program of DNA replication in the establishment of meiotic recombination, evaluating the impact of changing origin selection on this process.

We first determined the distribution of potential sites of recombination across the genome using the binding of the recombination protein Rad51/Rhp51 to DNA as a marker for DSBs (Roeder, 1997). Chromatin immunoprecipitation (ChIP) of Rad51 followed by microarray analysis (ChIP-on-chip) was performed for meiosis either after nitrogen starvation (−N) or in continuous nitrogen-rich conditions (+N). Rad51 localization in −N reflected the distribution of the sites of DSB formation (previously determined in the same conditions by assessing the sites of linkage of the meiotic transesterase Rec12 (Cromie et al., 2007; Figure S2A), validating our approach. In our experiments, we detected distinct peaks of Rad51 across the genome in both nutritional conditions and found unexpected increases in the number of Rad51 binding sites as well as in the level of binding in +N compared to −N (Figures S2B–S2D; see Figure S2E for quantitative PCR experiments at specific loci, confirming the genome-wide data). This indicates that the establishment of recombination occurs despite a reduction by half of the length of S phase and that DSBs are in fact formed in +N to an even greater extent than those in the conventional nitrogen-depleted meiotic conditions (see also Figure S3C). Given these observations, we then compared the changes in origin efficiencies and in Rad51 binding across the genome in −N versus +N conditions. Importantly, we found that between the two programs, the local differences in Rad51 binding closely correspond with local differences in origin efficiencies (Figures 2A and S3A). Our results reveal a clustering of the sites of new and increased Rad51 binding in regions with significantly increased origin usage during premeiotic S phase in +N as compared to −N (Figure 2B). These differences in Rad51 recruitment are not accompanied by alterations in chromatin features previously linked to sites of meiotic recombination, such as nucleosome occupancy and histone H3 lysine 4 trimethylation (Figure S3B). This indicates that the influence of origin activity on the subsequent recombination events is unlikely to be mediated by these features. The striking observation that changes in origin efficiencies between replication programs are associated with changes in Rad51 binding and DSB formation suggests that local increases in replication initiation events lead to preferential recruitment of recombination factors in these regions.

Next, to further demonstrate the coupling of origin activity with meiotic recombination, we altered origin usage by directly affecting the replication machinery via modulating the levels of the preinitiation complex component Cdc45 without changing nutritional state. Decreasing *cdc45* expression resulted in a significantly delayed entry into S phase and a defect in S phase completion, preventing analysis and comparison of the subsequent meiotic recombination patterns (data not shown). However, we reasoned that in −N conditions, where the levels of critical replication factors including Mcm proteins and Cdc18 are significantly reduced (Namdar and Kearsey, 2006), overexpression of *cdc45* is likely to result in a dominant-negative effect via the titration of key components in the machinery, thereby reducing origin efficiencies. In the nitrogen depletion conditions described above, strong overexpression of *cdc45* (−N/Cdc45) (data not shown) led to a genome-wide decrease in origin efficiencies as compared to nitrogen depletion alone (Figures 3A and S4A). This allowed us to analyze the changes in both origin activity and Rad51 binding between these two conditions (−N versus −N/Cdc45). First, we observed an overall reduction in Rad51 binding across the genome in −N/Cdc45 that paralleled the reduction in origin usage in these conditions (Figure S4B; see also Figure S3C for DSB formation). We then assessed whether local changes in origin efficiencies were accompanied by local changes in Rad51 binding. The replication programs in both −N and −N/Cdc45 show regions of the genome in which few or no apparent active origins above our threshold can be detected (Figure S4A). Therefore, we focused our analysis on areas in which origin densities and efficiencies can be reliably determined. Our results demonstrate that there is an enrichment of sites of Rad51 binding that are increased or only present in −N compared to −N/Cdc45 in regions with correspondingly higher origin usage (Figure 3B). As Cdc45 is a key regulator of origin activation (Wu and Nurse, 2009), these findings provide evidence for a direct link between origin firing and meiotic recombination.

**Figure 3:**
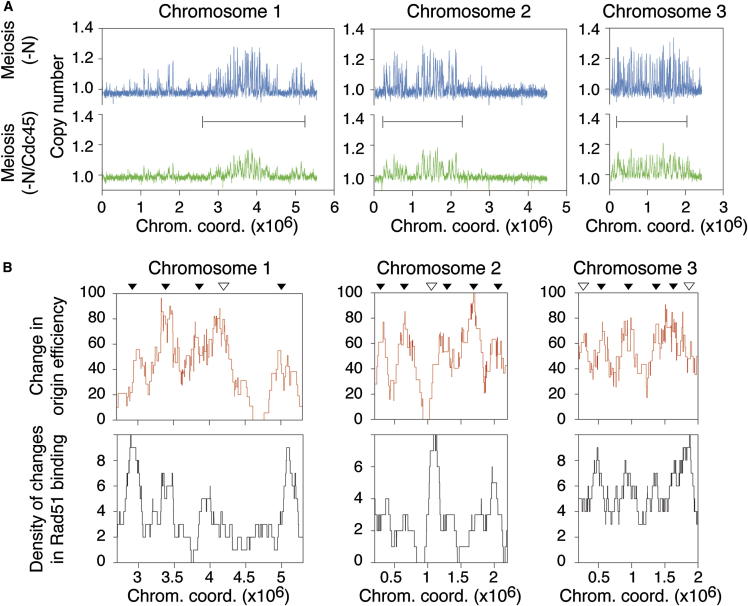
Modulation of Origin Efficiencies by Altering Levels of the Replication Machinery Induces Specific Changes in Rad51 Binding (A) Decrease in origin efficiencies across the genome as a result of the dominant-negative effect of *cdc45* overexpression in nitrogen starvation conditions. Replication profiles in strains induced to undergo meiosis after nitrogen depletion (−N) or after nitrogen depletion with altered Cdc45 levels (−N/Cdc45; see Experimental Procedures). The lines in each of the three graphs delineate the regions analyzed in Figure 3B. (B) Genome-wide analysis of changes in origin efficiencies and Rad51 binding in −N versus −N/Cdc45 conditions. As there are large areas of the genome with few or no apparent active origins above our detection threshold in both the −N and −N/Cdc45 conditions, only regions where there are sufficient origin densities and efficiencies for reliable analysis were considered (Figure S4A). Top panels: changes in origin efficiencies over continuous ∼200 kb windows (analysis as performed for Figure 2A). The difference between the two conditions is shown ([−N] − [−N/Cdc45]). Bottom panels: density of increases in Rad51 binding along the genome in −N compared to −N/Cdc45 conditions (analysis as in Figure 2A). The locations of (1) sites of Rad51 binding present only in −N conditions and (2) sites for which (−N) / (−N/Cdc45) ≥ 2 for the peak values were identified and combined over ∼200 kb windows. Consistent with the lower origin efficiencies across the genome in −N/Cdc45, we found very few Rad51 binding sites that are unique to or increased in −N/Cdc45 compared to −N (Figure S4B). In both the top and bottom panels, the abscissa represents the moving average of the chromosome coordinates for the corresponding ∼200 kb windows. Black triangles indicate a correspondence of the major peaks between the origin efficiency and Rad51 binding results, and white triangles denote differences.

### Changes in Origin Activity Lead to Changes in Meiotic Recombination

Given these results, we tested whether the changes in DSB formation due to modulation of the replication program affect the outcome of meiotic recombination by determining recombination frequencies at a number of sites across the genome. To this end, we used a series of diploid strains containing heterozygous markers in regions that show either strong or minimal differences in origin efficiencies between the −N and +N conditions (Figures 4 and S3D). We assayed the number of recombinant spores produced when cells undergo meiosis after nitrogen starvation or in continuous nitrogen-rich conditions and evaluated the fold change in recombination frequencies at the marked loci (+N/−N). Our data show that the extent of the changes in origin usage between programs, which correlate with those in Rad51 binding, is reflected by differences in recombination frequencies (Figure 4). Taken together, these results implicate origin selection as an important determinant in the establishment of the sites of meiotic recombination.

**Figure 4:**
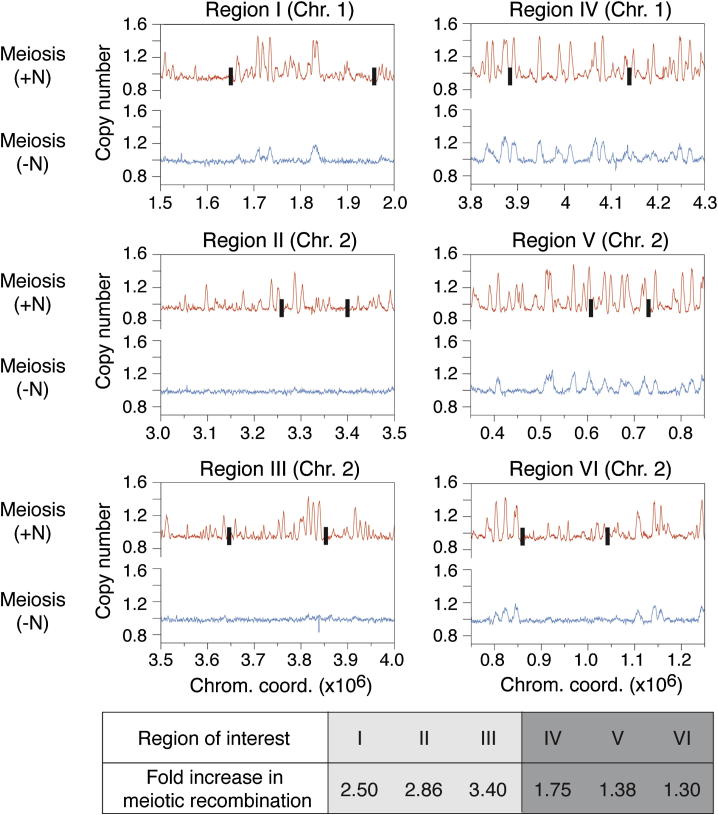
Changes in Origin Efficiencies Result in Changes in Meiotic Recombination Frequencies Meiotic recombination frequencies were determined after nitrogen depletion and in continuous nitrogen-rich conditions by random spore analysis (Experimental Procedures). Six positions were analyzed based on regions that show either strong (I, II, III) or limited (IV, V, VI) differences in origin efficiencies between programs (see Figure S3D for selection of the regions of interest), taking into account differences in both peak amplitudes and numbers. Blue, origin usage in meiosis after nitrogen depletion; red, origin usage in meiosis in continuous nitrogen-rich conditions. The sites of integration of antibiotic resistance cassettes used as markers in the recombination assays are indicated by the black boxes. The table shows the ratios of recombination frequencies in continuous nitrogen-rich medium compared to those after nitrogen depletion (+N/−N).

## Discussion

Our studies have identified the program of DNA replication as a critical component in the organization of meiotic recombination. We demonstrate that although a specific pattern of origin usage is neither induced by meiotic commitment nor required for the major steps of meiotic progression, origin efficiency significantly affects recombination factor recruitment and recombination frequencies. While previous studies have found that duplication of the entire genome is not required for DSB formation (Blitzblau et al., 2012, Murakami and Nurse, 2001), we have specifically shown that origin selection regulates the distribution of the sites of meiotic recombination. Setting up recombination likely depends on additional layers of control, such as chromatin environment and chromosomal context, thereby limiting the correlation between origin activity and recombination within a given program. However, in our experimental system, generating major changes in origin usage during premeiotic S phase and comparing identical regions of the genome in different conditions has allowed us to link the organization of genome duplication with the exchange of genetic material during meiosis.

How might the initiation of DNA synthesis promote meiotic recombination? Our results demonstrate that decreasing origin efficiencies through changes in Cdc45 levels leads to a reduction in Rad51 binding, suggesting that components of the replication machinery may be directly involved. One possible connection may be through the conserved cyclin-dependent protein kinase (CDK) and Dbf4-dependent kinase (DDK), which are required for origin activity as well as for recruiting the DSB protein Spo11 in budding yeast (Rec12 in fission yeast). Preferential localization of these kinases in regions of active origins could phosphorylate the Mer2/Rec15 protein, a target of both kinases (Sasanuma et al., 2008, Wan et al., 2008). As these steps are critical for loading Spo11/Rec12 for DSB formation, this could then increase local recombination frequencies (Murakami and Keeney, 2008).

Our observations in fission yeast appear to differ from those previously made in budding yeast. In *S. cerevisiae*, deletion of origins in a region leads to a local delay in replication and a corresponding delay in the formation of DSBs (Borde et al., 2000). Consistent with this, changing origin usage and timing of replication in *S. pombe* changes the timing of DSB formation (Figures S2E and S3C). However, this also alters the frequencies of DSBs in the affected domain. So although budding yeast may maintain a more constant frequency of DSBs than fission yeast through a process of DSB homeostasis (Carballo et al., 2013), the existence of a link between origin selection and DSB formation seems to be common to both models and may be mediated by the same factors.

Coupling origin usage with recombination could serve as a mechanism to protect the genome in adverse growth conditions. Given the sensitivity of origin selection to the nutritional state, this may provide a means of limiting recombination in conditions in which there is a risk that it may not proceed to completion, as even one unrepaired DSB can result in lethality (Bennett et al., 1993). Conversely, in better growth conditions in which origin firing is increased, initiating higher levels of recombination may promote the exchange of genome complements, generating diversity for evolutionary change.

This work provides evidence for functional consequences of genome-wide changes in origin usage. Our results imply that origin selection can play an integral role in regulating cellular processes, suggesting that the reprogramming of DNA replication observed in developmental and pathological situations may contribute to the associated physiological states.

## Experimental Procedures

### Strains and Growth Conditions

Standard methods for fission yeast were used (Hayles and Nurse, 1992, Moreno et al., 1991). Strains used in this study are listed in Table S1. Experiments were performed in minimal medium plus supplements (EMM4S) unless otherwise indicated. Methods for synchronous meiotic induction in different conditions are described in Figure S1A.

To modulate Cdc45 levels, the *cdc45* promoter was replaced at its locus with the thiamine-repressible *nmt1* promoter. After nitrogen starvation, repression of *nmt1* by addition of thiamine reduces Cdc45 levels to such a degree that entry and completion of S phase are compromised. In contrast, in the absence of thiamine, *cdc45* is strongly overexpressed (data not shown), resulting in S phase prolongation linked to reduced origin usage across the genome (Figure 3). This likely occurs through a dominant-negative effect of high Cdc45 levels, which may titrate out other critical limiting components of the machinery in nitrogen starvation conditions, where there is large-scale protein degradation and a significant reduction in the level of replication factors such as Mcms and Cdc18 (Nakashima et al., 2006, Namdar and Kearsey, 2006).

### Recombination Assays

Strains for analysis of recombination frequencies were constructed by integration of antibiotic resistance markers in intergenic regions (Bähler et al., 1998) (positions indicated in Figures 4 and S3D). Meiosis in *pat1-114* diploids heterozygous for the markers was induced in −N or +N conditions (Figure S1A). Asci were harvested at least 10 hr (−N) and 8 hr (+N) after shift to restrictive temperature, and spores were plated in equal numbers on rich medium (YE4S). Colonies were genotyped by replica plating to plates containing G418 and hygromycin B or G418 and nourseothricin.

### Cell-Cycle Analysis

For flow cytometry, cells were fixed in 70% ethanol, treated with 0.1 mg/ml ribonuclease A (RNase A), stained with 2 μg/ml propidium iodide, and analyzed using a BD FACSCalibur. To assess meiotic progression, cells were heat fixed on microscope slides and stained with 2 μg/ml DAPI to visualize nuclei. For microscopy (Figure 1), live cells were stained with Hoechst (DNA) and Blankophor (cell wall).

### Single-Cell Analysis of S Phase Length

*pat1-114* diploids that incorporate thymidine analogs into newly synthesized DNA (Sivakumar et al., 2004) were induced to undergo synchronous meiosis in −N or +N conditions. Cells were labeled with EdU either at the time of the temperature shift (total labeling) or at specific time points (pulse labeling). Detection was performed using the Click-iT EdU Imaging Kit (Invitrogen). The description of the assessment of S phase length using this method is described in the Supplemental Experimental Procedures.

### Chromatin Immunoprecipitations and Microarrays

ChIP was performed as in Wu and Nurse (2009). For Rad51 binding, ChIP-on-chip samples were taken 1 hr after S phase completion in all conditions, at which time the level of Rad51 binding across the genome reaches its peak (after *pat1-114* inactivation, 4 hr [−N], 2 hr [+N], and 5 hr [−N/Cdc45]) (see also Figure S2E). For ChIP using histone H3 and histone H3 K4 trimethyl antibodies, samples were taken at the start of S phase in both conditions, when origin activation is established (2 hr and 30 min after *pat1-114* inactivation for −N and +N, respectively). Antibodies used included Rad51 (H-92, Santa Cruz; previously used in Caspari et al., 2002 to detect fission yeast Rad51), histone H3 (ab1791, Abcam), and histone H3 K4 trimethyl (ab8580, Abcam). For ChIP-on-chip experiments, ChIP material was amplified and labeled as in van Bakel et al. (2008). Each ChIP was compared to its reciprocally labeled input sample.

For origin efficiencies, genomic DNA was harvested prior to DNA synthesis and during S phase after treatment with HU. Genomic DNA samples were labeled using the BioPrime Plus Array CGH Indirect Genomic Labeling System (Invitrogen) and hybridized to microarrays; dye-swap experiments were performed to reduce noise.

All experiments used Agilent 4×44k *S. pombe* arrays (60-mer oligos, ∼250 nt resolution). Details for the analysis of microarray data are provided in the Supplemental Experimental Procedures.

# Supplementary material for: Replication Origin Selection Regulates the Distribution of Meiotic Recombination
**Source:** Mol Cell. 2014 Feb 20;53(4):655–62. doi: 10.1016/j.molcel.2014.01.022
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S4, and Table S1

**Molecular Cell, Volume 53**

**Supplemental Information**

**Replication Origin Selection Regulates the Distribution of Meiotic Recombination**

Pei-Yun Jenny Wu and Paul Nurse

Figure S1

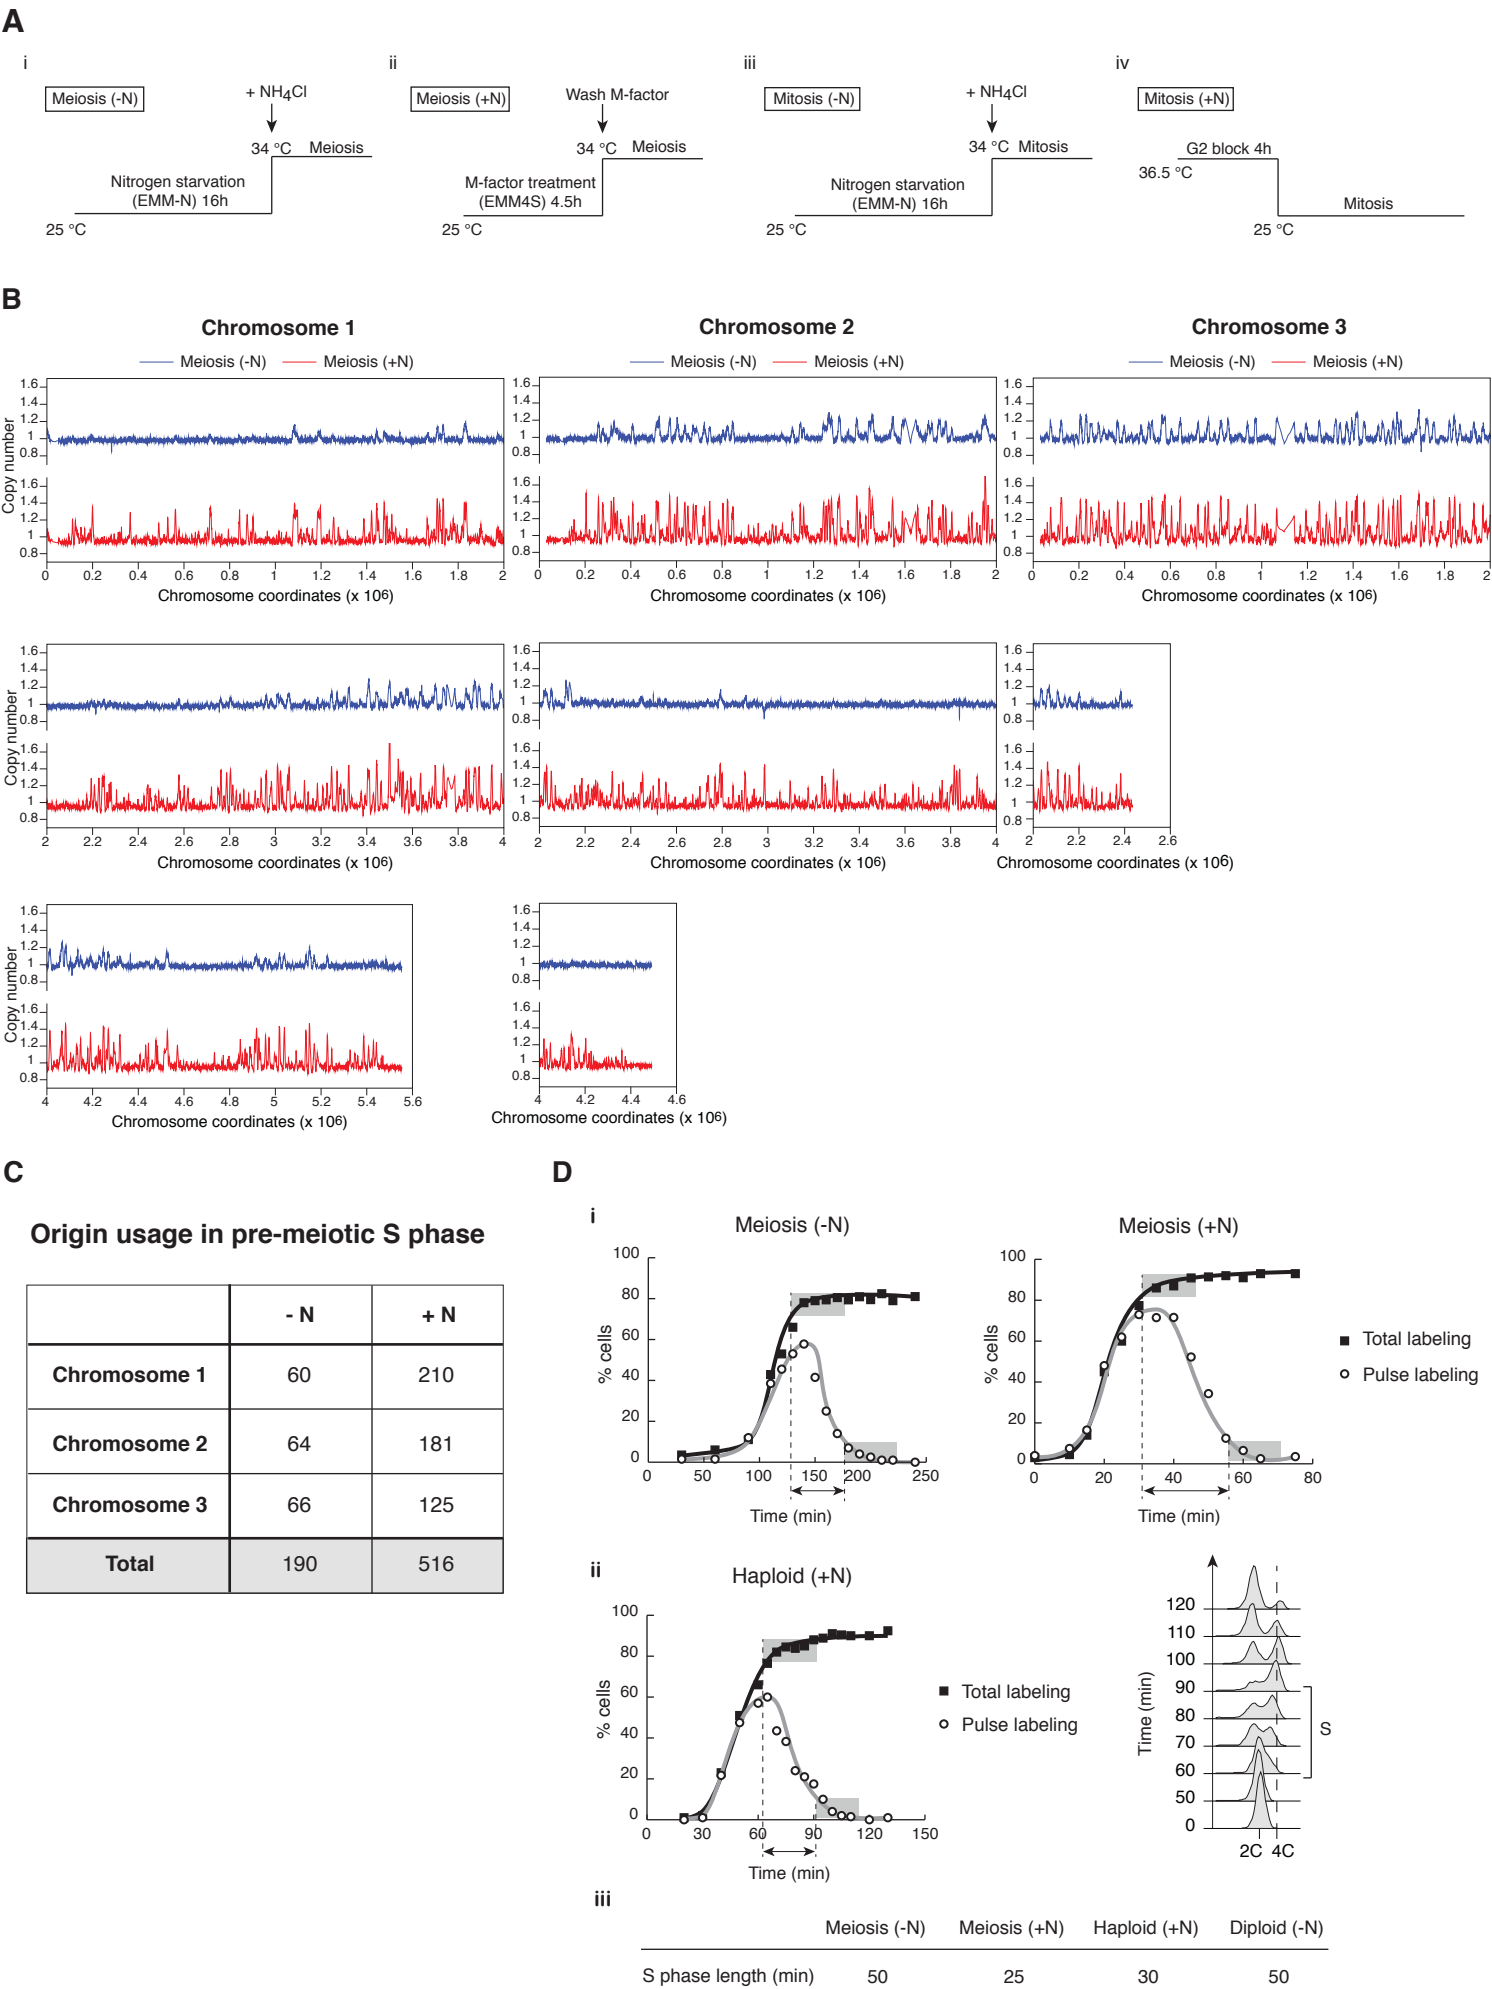

## Figure S1 (related to Figure 1)

### Program of DNA replication and S phase progression in -N and +N conditions

(A) Experimental design for initiating synchronous DNA replication in different conditions. **(i, ii)** Diagrams of methods for inducing meiosis after nitrogen depletion (-N) and in continuous nitrogen-rich (+N) conditions. To determine origin efficiencies, cells were treated with 12 mM HU at the time of shift to restrictive temperature. **(i)** Meiosis after nitrogen depletion. Diploid *pat1-114 h+* cells were nitrogen-starved in minimal medium (EMM-N) for 16 h at 25 °C, re-fed nitrogen (0.05% w/v NH<sub>4</sub>Cl), and shifted to 34 °C to induce meiosis. Cells were harvested after the end of S phase (4 h after the shift) for array experiments. **(ii)** Meiosis in continuous nitrogen-rich conditions. Diploid *pat1-114 h+* cells were grown in supplemented minimal medium (EMM4S) at 25 °C and then treated with M-factor (Dr. Brian Chait, Rockefeller University) for 4.5 h to induce a G1 arrest. At this time, M-factor was removed by filtration and cells were shifted to 34 °C to induce synchronous meiosis. Cells were harvested after the end of S phase (1 h after the shift) for array analysis. **(iii, iv)** Diagrams of methods for determining origin efficiencies in vegetative cells after nitrogen starvation (-N) or in nitrogen-rich conditions (+N). Cells were treated with 12 mM HU at the start of the synchronous mitotic cycle. **(iii)** Haploid or diploid wild type cells were nitrogen-starved for 16 h at 25 °C, then re-fed nitrogen (0.05% w/v NH<sub>4</sub>Cl) for re-entry into the mitotic cycle and shifted to 34 °C (same conditions as in **i** but in the absence of the *pat1-114* mutation). Cells were harvested 4 h after the shift to assess origin usage. **(iv)** Exponentially growing haploid *cdc25-22* cells grown in EMM4S were shifted to 36.5 °C for 4 h to arrest cells in G2, then shifted down to 25 °C for synchronous mitotic cycles. For array experiments, cells were harvested 90 min after the return to permissive temperature.

(B) Pre-meiotic replication programs in -N and +N conditions. Genome-wide representation of origin efficiencies in pre-meiotic S phase as determined by microarray analysis of copy number in two conditions: after nitrogen starvation (-N) and in continuous nitrogen-rich conditions (+N) (the graphs represent a detailed view of the data in Fig. 1). The geometric mean of continuous windows of five probes was determined for each dataset before averaging dye-swap experiments (see Supplemental Experimental Procedures). The abscissa represents the moving average of the chromosome coordinates for the corresponding groups of probes.

(C) Origin usage in pre-meiotic S phase. Changes in the number of origins (1.1 cutoff for copy number analysis by microarrays, similar to (Heichinger et al., 2006)) used during pre-meiotic S phase after nitrogen depletion (-N) and in nitrogen-rich medium (+N).

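By chromosome, Meiosis (+N) had 346 ± 140 origins on chromosome I, 302.5 ± 117 on chromosome II and 188 ± 70.7 on chromosome III (SD, n = 2), and Meiosis (−N) had 102.5 ± 36.1, 85.5 ± 17.7 and 84.5 ± 17.7 origins (SD, n = 2) on chromosomes I, II and III. On a flat simulated profile with the noise of each replicate, the same rule called 294 origins at the noise of Meiosis (+N) replicate 2. It called 4.95 at that of Haploid (−N) replicate 2, and none at that of the other replicates. Applied to the inverted measured profiles, the rule called 495 troughs in Meiosis (+N) replicate 2, 39 in Haploid (−N) replicate 2 and 15 in Meiosis (−N) replicate 2. The other replicates had at most 5.

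**Figure D2:**
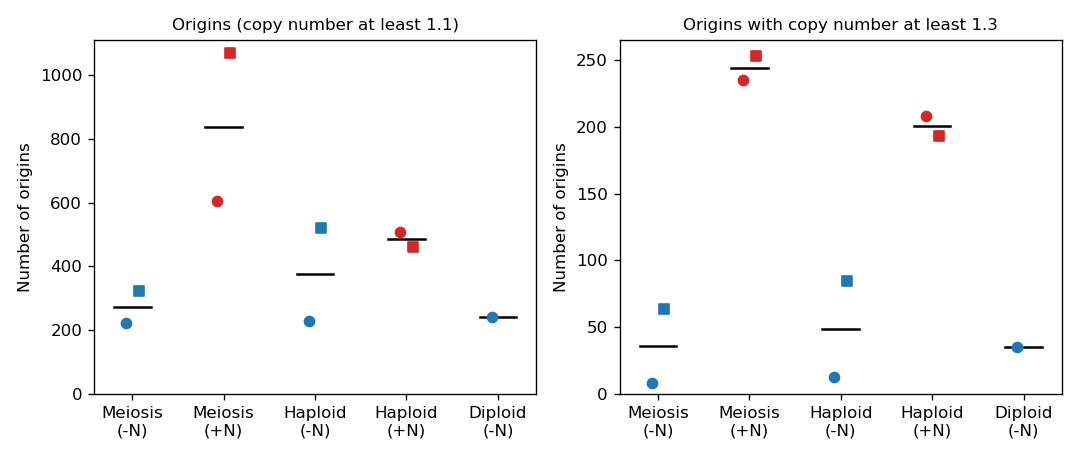
Number of origins with a copy number of at least 1.1 (left) and at least 1.3 (right) in each replicate; circles are replicate 1, squares replicate 2 and lines the mean of a condition. At 1.1 the nitrogen-rich replicates (red) span 461 to 1068 and overlap the starved ones (blue), and at 1.3 they lie between 193 and 253, above all starved replicates.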

(D) Determination of the length of pre-meiotic S phase. Single-cell analysis of S phase length using fluorescence detection of incorporated thymidine analogues (see Supplemental Experimental Procedures). To determine the duration of S phase, we assumed that each cell in a population takes the same amount of time to attain bulk genome duplication. Making this assumption, we performed labeling experiments in cells undergoing synchronous S phase during mitosis or meiosis (see Fig. S1A) to determine at any given time both 1) the total percentage of cells that have already initiated S phase (black squares and lines in **i** and **ii**, total labeling) and 2) the percentage of cells still in S phase (open circles and gray lines in **i** and **ii**, pulse labeling). The last 10% of cells that enter S phase (gray box on the black line) will also be the last cells to exit S phase (gray box on the gray line). Therefore, the time between S phase entry and exit of this population represents an estimate of the length of S phase (indicated by double-headed arrows). **(i)** The length of pre-meiotic S phase after nitrogen-starvation is around 50 min (Meiosis (-N)), while it is only around 25 min for nitrogen-rich medium (Meiosis (+N)). T=0 corresponds to the time of shift of *pat1-114* diploids to restrictive temperature. **(ii)** As a reference, the duration of mitotic S phase in cells synchronized using *cdc25-22* (Haploid (+N)) was determined by this method to be 30 min (left panel), consistent

with our flow cytometry analysis (right panel) and known estimates of S phase length in these conditions. T=0 corresponds to the time of shift to permissive temperature. **(iii)** Table summarizing the lengths of S phase in different conditions. Diploid (-N) is a control for S phase length in wild type diploid cells after nitrogen-starvation (raw data not shown) treated as in Fig. S1A(iii).

Figure S2

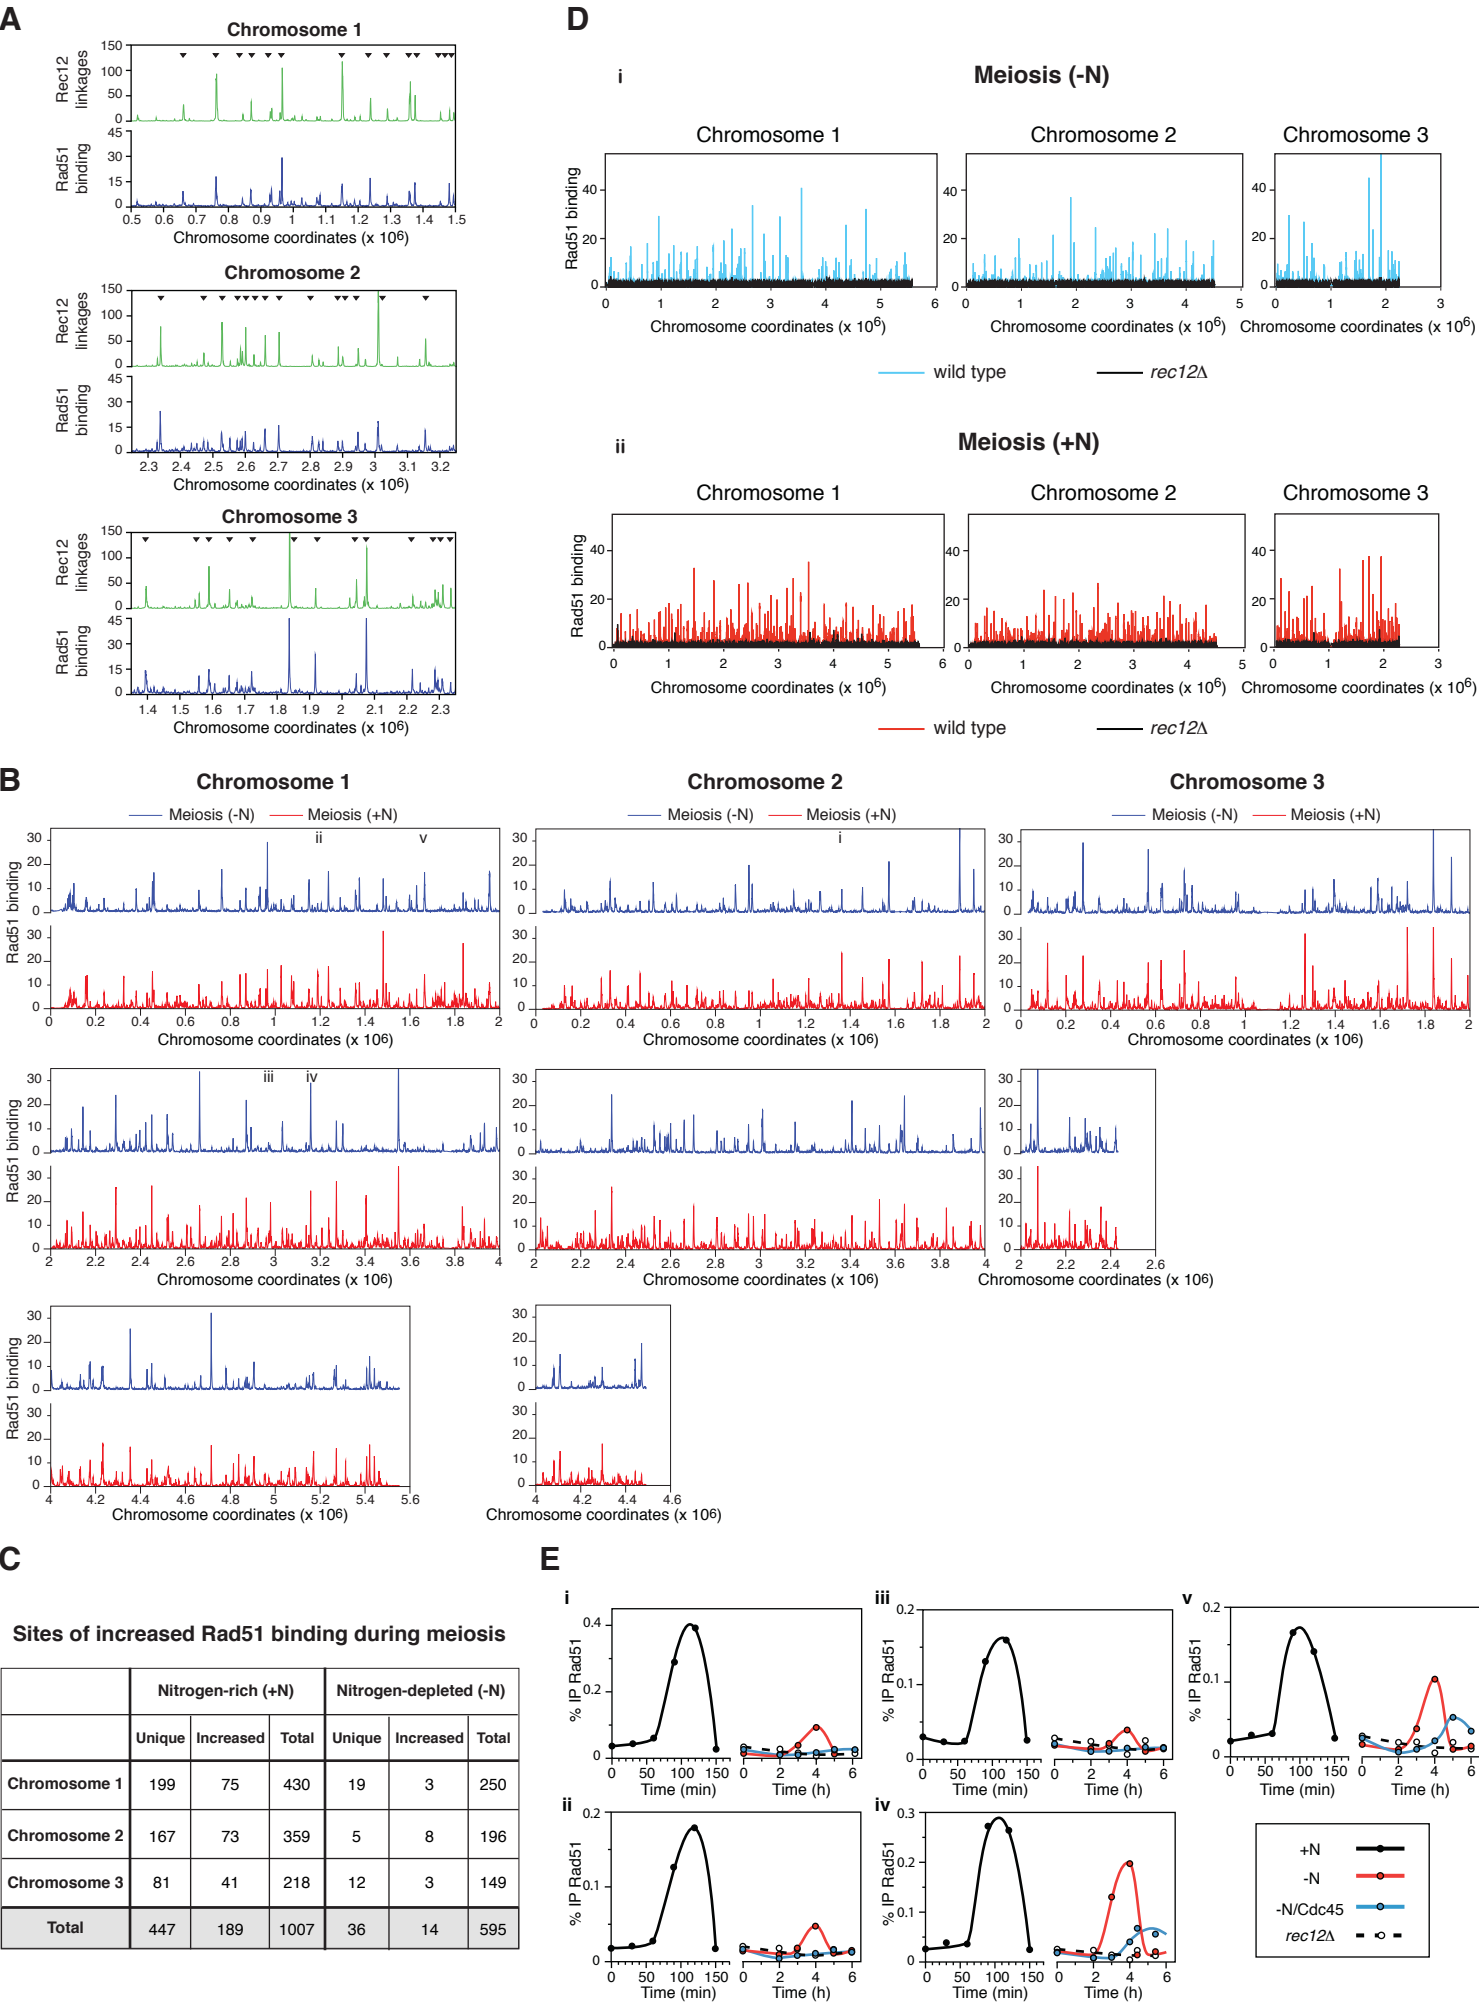

## Figure S2 (related to Figures 2 and 3)

### Rad51 binding in -N and +N conditions

(A) Overlap between the genome-wide DNA binding of Rad51 and Rec12 linkages. The distribution of Rad51 binding sites in meiosis after nitrogen-starvation (blue) as determined by our ChIP-on-chip analysis (see Experimental Procedures) is highly reflective of previously published data for Rec12 linkages at DSBs (green) (Cromie et al., 2007; Hyppa et al., 2008). Both experiments were performed in *pat1-114* diploid cells that were first nitrogen-starved, then re-fed nitrogen and induced to undergo meiosis by shift to the restrictive temperature. Samples were collected to assess Rad51 binding 4 h after the shift to restrictive temperature, one hour after the completion of S phase (see Fig. S1A). The data for Rec12 are taken from the 5 h time point in Dataset S2 of Hyppa et al., 2008. The same arrays were used as in our experiments, and we have treated the raw data in the same way for both the Rec12 and Rad51 datasets for direct comparison. The geometric means of continuous windows of five probes are shown on the graphs for Rec12. For Rad51 binding, the 5-probe geometric means of our two datasets were averaged. Representative regions for each of the three fission yeast chromosomes are shown. The abscissa represents the moving average of the chromosome coordinates for the corresponding groups of probes, and the ordinate shows the levels of Rad51 binding and Rec12 linkages. The positions of major peaks shared between Rec12 and Rad51 are marked by triangles. The Pearson correlation coefficients for Rec12 linkages and Rad51 binding were calculated for each chromosome: (1) 0.683; (2) 0.676; (3) 0.561; these indicate strong positive correlations between the datasets.

(B) Rad51 binding to DNA in -N and +N meiosis. Genome-wide representation of Rad51 binding during meiosis after nitrogen-depletion (-N, blue) or in continuous nitrogen-rich conditions (+N, red). A greater number of peaks as well as an increase in peak heights were observed in +N conditions (see Fig. S2C for quantification). Each dataset represents the average of two experiments; for each experiment, the geometric mean of continuous windows of five probes was first determined before averaging. The abscissa represents the moving average of the chromosome coordinates for the corresponding groups of probes, and the ordinate shows the level of Rad51 binding. The binding of Rad51 in both -N and +N conditions is specific to DSB formation during meiotic recombination, as this requires the Rec12 transesterase (see Fig. S2D). The positions indicated by Roman numerals i-v refer to the loci assessed in Fig. S2E for Rad51 binding in time course experiments.

(C) Sites of increased Rad51 binding during meiosis. The table shows the numbers of identified Rad51 peaks in meiosis after nitrogen starvation (-N) or in nitrogen-rich conditions (+N). Peaks which are only found in nitrogen-rich conditions (+N, Unique) or which show a two-fold or greater increase over nitrogen-depletion (+N, Increased) were identified. The same assessment was performed for sites found only after nitrogen depletion (-N, Unique) or which show a two-fold or more change compared to nitrogen-rich conditions (-N, Increased). Consistent with the lower origin efficiencies across the genome in -N, (Fig. 1A-B), we found very few Rad51 binding sites that are unique to or increased in -N conditions. For our subsequent analyses (Fig. 2), we therefore focused only on the enrichment in Rad51 binding in +N conditions.

(D) Rad51 binding to DNA in -N and +N meiosis requires Rec12. Genome-wide representation of Rad51 binding during meiosis after nitrogen-depletion (-N, top panel) or in continuous nitrogen-rich conditions (+N, bottom panel). (i) ChIP-on-chip analysis of Rad51 in wild-type (blue line) and *rec12Δ* (black line) strains in the -N condition. (ii) ChIP-on-chip analysis of Rad51 binding in wild type (red line) and *rec12Δ* (black line) strains in the +N condition. For all panels, the geometric mean of continuous windows of five probes was determined for each dataset. The abscissa represents the moving average of the chromosome coordinates for the corresponding groups of

probes, and the ordinate shows the level of Rad51 binding. In both the -N and +N conditions, there is virtually no detectable Rad51 binding in *rec12Δ* cells.

Figure S3

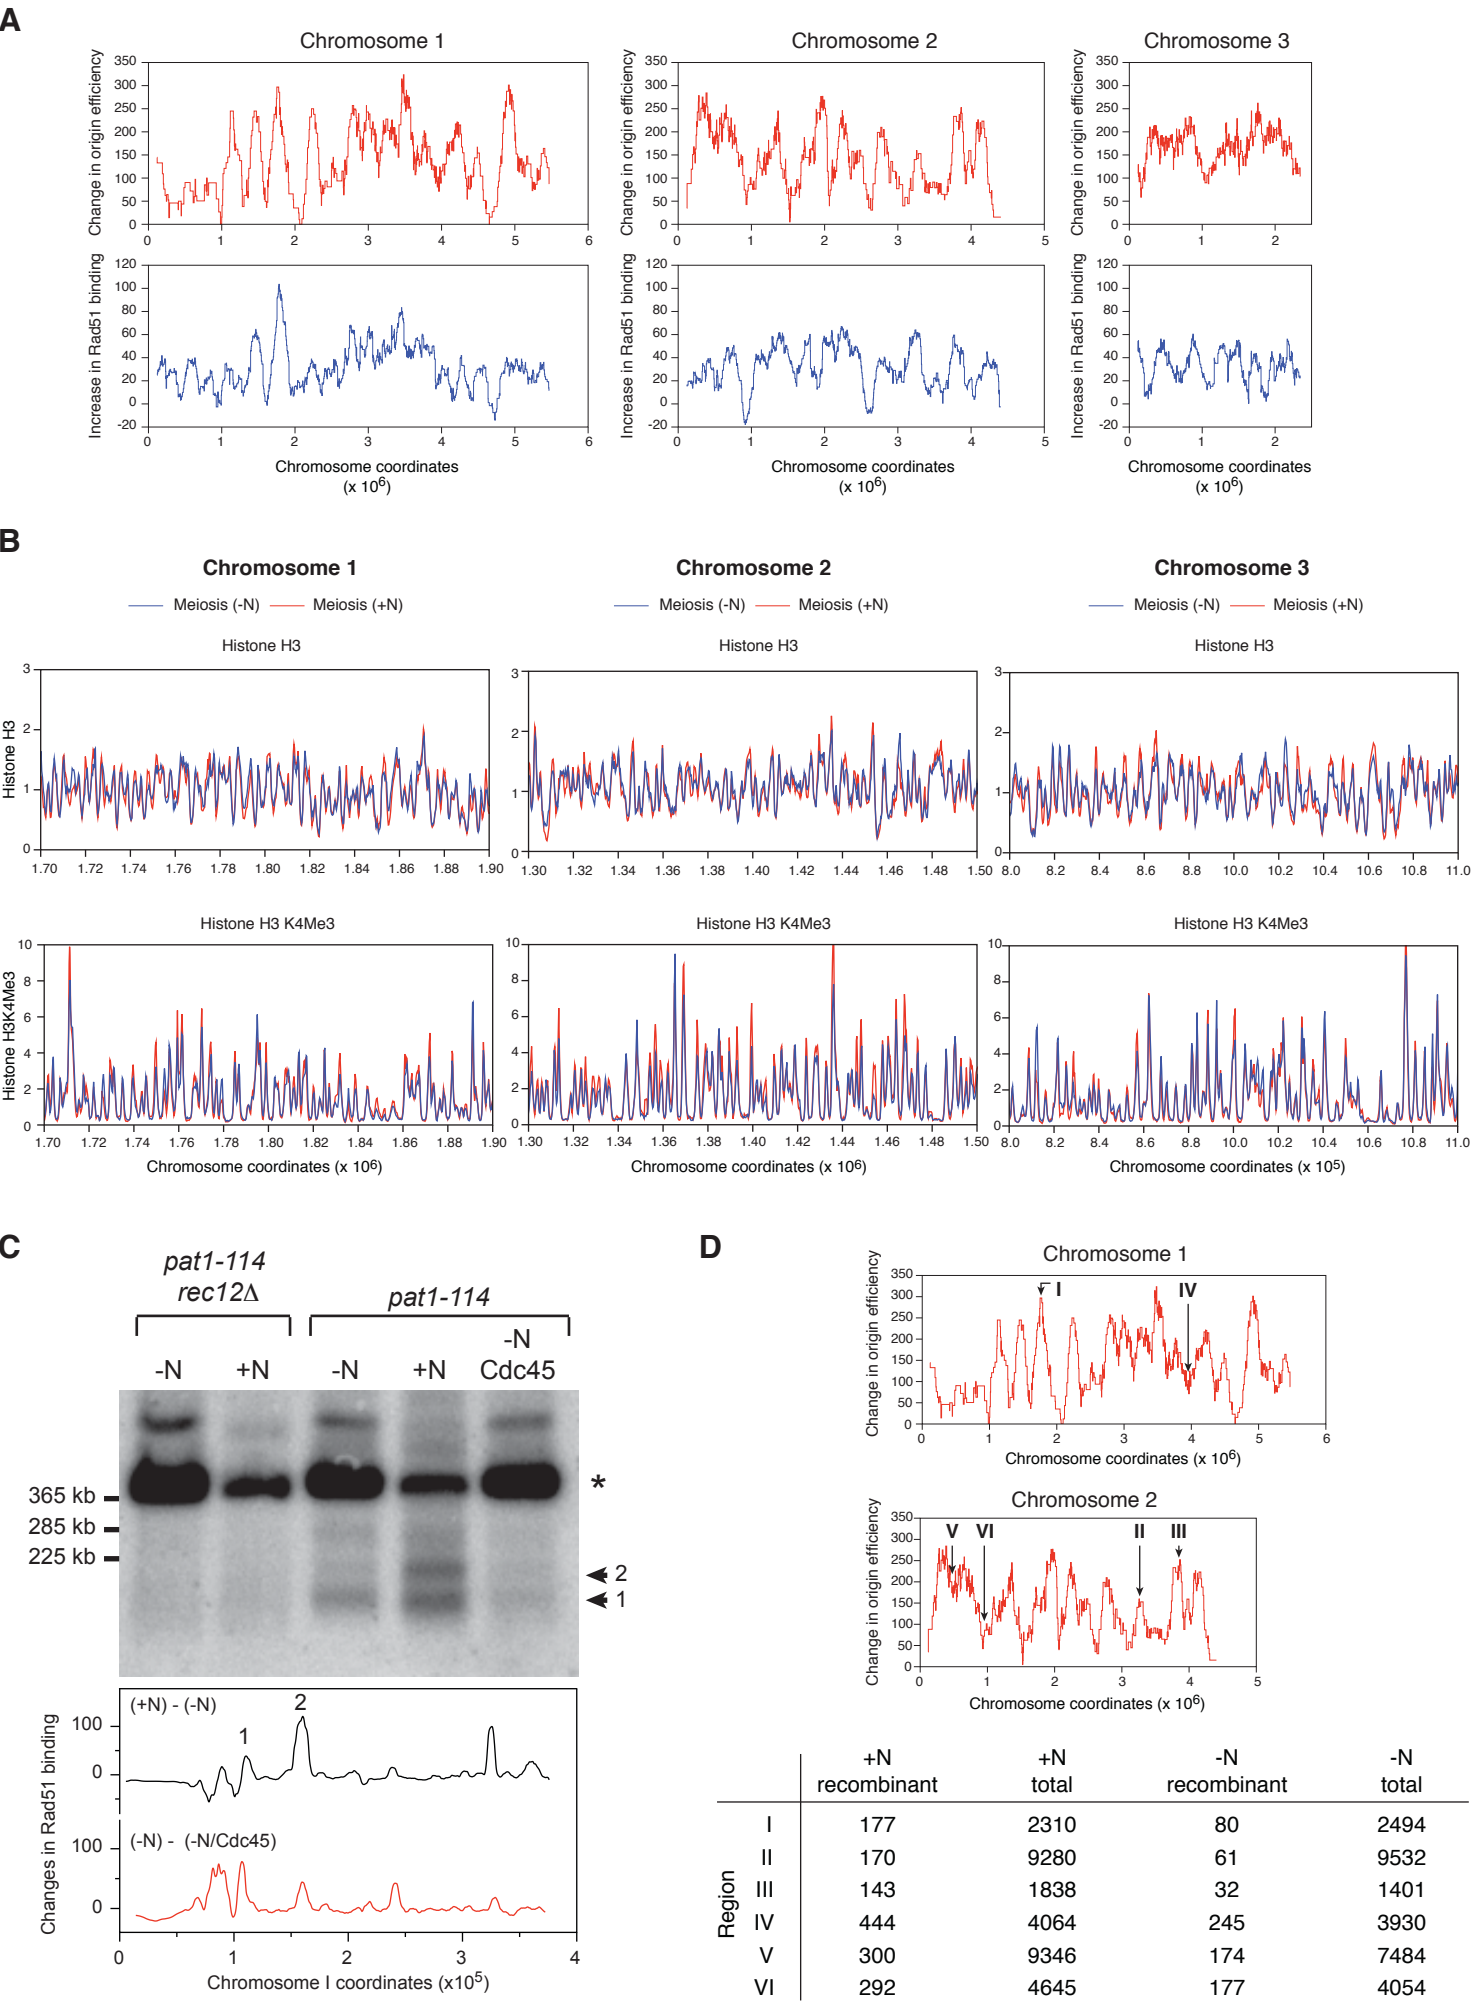

### Figure S3 (related to Figures 2, 3, and 4)

#### Changes in Rad51 binding and in recombination frequencies between different replication programs reflect changes in origin efficiencies

(A) Correlation between changes in origin efficiencies and the level of Rad51 binding. In contrast to Fig. 2A, which looks at the density of changes in Rad51 binding, this figure directly compares the difference in the levels of Rad51 binding (taking into account peak heights and positions) with changes in origin efficiencies. Top panels: Alterations in origin efficiencies in pre-meiotic S phase as shown in Fig. 2. The sums of origin efficiencies were determined for continuous ~200 kb windows for pre-meiotic S phase after nitrogen depletion (-N) and in nitrogen-rich conditions (+N). The difference between the two conditions is shown [(+N) - (-N)]. Bottom panels: Increases in Rad51 binding along the genome during meiosis in +N as compared to -N. For each condition, peaks of Rad51 binding were identified, and their values were added over continuous ~200 kb windows. The graph represents the subtraction of the values for nitrogen depletion from those for nitrogen-rich medium [(+N) - (-N)]. The abscissa represents the moving average of the chromosome coordinates for the corresponding ~200 kb windows. These data are complementary and consistent to those in the bottom panel of Fig. 2A.

(B) Differences in Rad51 binding in -N and +N meiosis are not correlated with chromatin features associated with meiotic recombination. ChIP-on-chip experiments showing the distribution of histone H3 (top panel) and histone H3 K4 trimethylation (bottom panel) during meiosis after nitrogen-depletion (-N, blue) or in continuous nitrogen-rich conditions (+N, red). The geometric mean of continuous windows of five probes was determined for each dataset. The abscissa represents the moving average of the chromosome coordinates for the corresponding groups of probes, the ordinate shows the levels of H3 or H3 K4 trimethylation. Representative regions of the genome are shown. Despite the minimal differences between the two conditions for both H3 and H3 K4 trimethylation, the datasets were subjected to the same analysis as that performed for Rad51 binding, and we observed no correlations between the changes in Rad51 binding in -N vs. +N and the changes in either histone occupancies or H3 K4 trimethylation (data not shown). Differences found between the -N and +N conditions for these features were in the same range as those observed between biological replicates, suggesting that these were within the noise of the experiments. Our results are consistent with those recently reported in budding yeast, which indicate that H3 K4Me3 has limited predictive power for determining the location and frequency of DSBs (Tischfield and Keeney, 2012).

**(D)** Raw data for the comparisons of recombination frequencies shown in Fig. 4. Six different sets of markers were analyzed (locations indicated in the diagram). Note that changes in origin efficiencies are shown over ~200 kb windows and take into account differences in both peak amplitudes and numbers in the regions of interest (see Fig. 4), providing a view of the overall differences between the two conditions. Regions I-III (“peaks”) show strong differences, Regions IV-VI (“troughs”) show limited differences. Note that the relatively high change in efficiency of the Region V “trough” is due to the high differences in origin efficiencies in the surrounding areas, which influence the values within the ~200 kb windows. 

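The SD of the differences in efficiency sums over the 200 kb windows of a chromosome was 191 percentage points on chromosome I, 99.96 on chromosome II and 62.6 on chromosome III. Without Meiosis (+N) replicate 2 it was 72.25, 70.7 and 50.9.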

Markers were not selected on chromosome 3 as the differences between peaks and troughs is less pronounced. Meiosis in *pat1-114* diploids heterozygous for different sets of markers (one antibiotic resistance cassette on each homologue) was induced after nitrogen-starvation (-N) or in nitrogen-rich medium (+N) as in Fig. S1A. Spores were isolated and tested for crossovers in the indicated intervals using the resistance cassettes. The first and third columns show the number of crossover events detected (recombination generating spores with two antibiotic resistance markers), and the second and fourth columns display the total number of spores scored. These results show that the differences in Rad51 binding between replication programs represent differences not only in the initiation but also the execution of recombination.

Figure S4

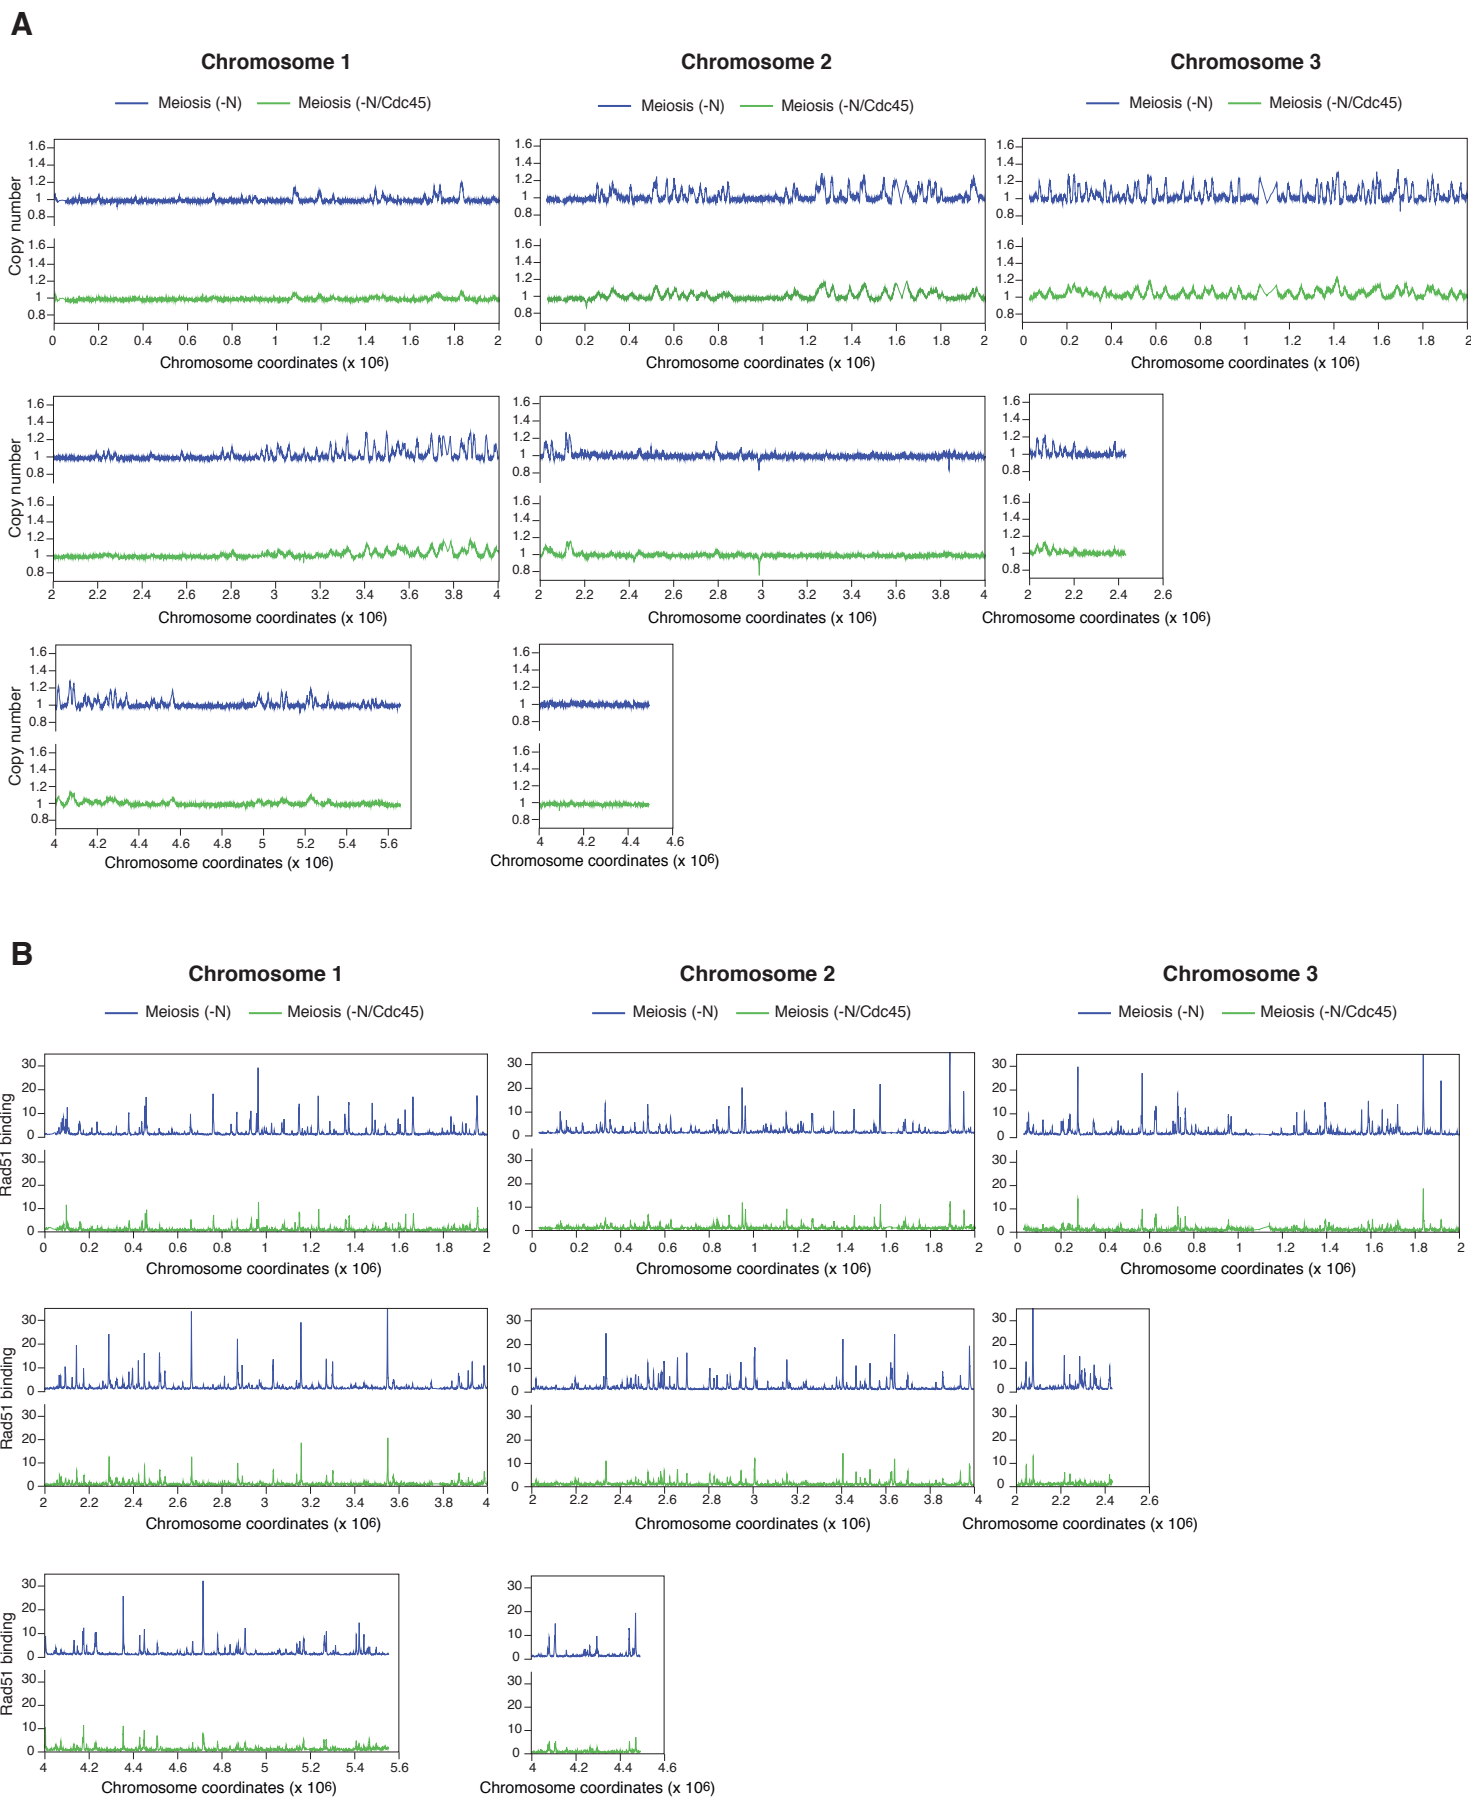

## Figure S4 (related to Figure 3)

(A) Reduction in origin efficiencies by directly affecting the levels of Cdc45, a key pre-initiation complex component. Genome-wide representation of origin efficiencies in pre-meiotic S phase as determined by microarray analysis of copy number in two conditions: after nitrogen starvation (-N, blue) and after nitrogen starvation in strains with altered levels of Cdc45 (-N/Cdc45, green). In -N/Cdc45 conditions, overexpression of *cdc45* results in a prolongation of S phase linked to reduced origin usage across the genome. This likely occurs through a dominant-negative effect of high Cdc45 levels, which may titrate other critical limiting components of the machinery. The geometric mean of continuous windows of five probes was determined for each dataset before averaging dye-swap experiments (see Supplemental Experimental Procedures). The abscissa represents the moving average of the chromosome coordinates for the corresponding groups of probes. This figure displays a more detailed view of Fig. 3A.

**Table S1 (related to all Figures)***Schizosaccharomyces pombe* strains used in this study.

## Supplemental Experimental Procedures

### Single-cell analysis of S phase length

To determine S phase length, we assumed that all cells in a given population take the same time to complete S phase. Thus, the first and last cells to begin DNA replication will also be the first and last to finish genome duplication, respectively. We used this latter population to determine S phase length by assessing the times at which these cells initiate and complete DNA synthesis. We first established when the last 10% of cells begins replication. For this, we engineered *pat1-114* diploids that can incorporate thymidine analogues into newly synthesized DNA (Sivakumar et al., 2004). These cells were induced to undergo synchronous meiosis in -N or +N conditions. EdU (Invitrogen) was added at the time of temperature shift (total labeling), and time points were taken at the indicated intervals (Fig. S1D). Cells were fixed in formaldehyde and permeabilized using Triton X-100, and EdU incorporation was assessed using the Click-iT EdU Imaging Kit (Invitrogen). The percentage of labeled cells at each time point was determined by microscopy ( $n \geq 200$ ). As EdU is added prior to S phase onset, these curves represent the total percentage of cells that have already initiated or completed replication at any given point in the time course, reaching a plateau when all cells have entered S phase. The time interval at which the last 10% of cells enters S phase is shown in Fig. S1D (gray boxes on the black total labeling curves). Next, we assayed the percentage of cells still undergoing DNA synthesis at any given point. For this, we performed pulse labeling experiments, as this identifies cells actively replicating during the pulse. Similar experiments as above were conducted, except that EdU was only added to aliquots of the culture for 5 min at indicated times (Fig. S1D). The time interval at which the last 10% of cells finishes S phase is indicated (Fig. S1D, gray box on the gray pulse-labeling curves). The duration of S phase is estimated by the interval between the gray boxes (double-headed arrows). Similar values were obtained using the first 10% of cells to initiate and complete replication (data not shown).

## Microarray data analysis

For origin efficiencies, the geometric mean over five probes was determined for each dye swap hybridization, and the datasets were averaged, reducing the impact of outliers. 

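With the arithmetic mean over 5 probes, 829 origins were called in Meiosis (+N) and 273.5 in Meiosis (−N), as means of 2 replicates, and both moved by less than the spread between replicates.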

Analyses performed using the arithmetic mean yielded identical results. 

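The difference between the 2 replicates of a condition had an SD of log2 ratios of 0.0523 in Haploid (+N), 0.119 in Haploid (−N), 0.105 in Meiosis (−N) and 0.192 in Meiosis (+N), where the noise between neighbouring probes alone would give 0.0473, 0.101, 0.0730 and 0.142. These differences correlated between neighbouring probes with r = 0.0870 in Haploid (+N) and 0.466 in Meiosis (+N). The sample labels number the Haploid (+N) replicates separately, and they were counted as 2. Their profiles were far more alike than those of the other conditions, and these values do not settle whether they came from separate cultures. If they did not, the spread shared by all groups in the limma fits is too small, and the counts of bins may be too high. Of Diploid (−N), 1 replicate was analysed here.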

At least two biological repeats of each condition were performed, and representative experiments are shown (Fig. 1). Origins were identified using Microsoft Excel macros applying the following parameters: 1) a cutoff value of 1.1 for the copy number ratio (HU vs. unreplicated), similar to (Heichinger et al., 2006); 2) each peak value must be surrounded by 8 lower values on each side. This identifies origins that are a minimum of ~2kb apart. This selection was validated by visual analysis of the data and is supported by previous estimates that the extent of replication surrounding an origin in HU can reach 10-15 kb (Heichinger et al., 2006). For analysis and comparison of origin efficiencies in Figs. 2-4 and in Figs. S1C, S3A, and S3D, the baselines between different conditions, representing unreplicated DNA, were matched. To compare origin numbers, efficiencies, and positions between two experiments, peaks identified in each dataset were matched in position. As the microarray probes are only ~250 bp apart, the precise positions of the same peaks can vary slightly between experiments. Therefore, when peaks in two different datasets were less than 8 probes apart, the position of the +N peak was also assigned to the -N peak, consistent with the extent of replication in HU. 

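At this distance, 160 of the 192 origins of the mean Meiosis (−N) profile, or 83.3%, matched one of the 670 origins of Meiosis (+N), while 1000 circular shifts of the origins along each chromosome matched 45.4 on average and at most 65. Between replicates of one condition, 484 origins matched in Meiosis (+N) and 169 in Meiosis (−N). Under 4 probes, 50% of the (−N) origins matched.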

For the differences in origin efficiencies shown in Fig. 2, the sums of the matched peak efficiencies over continuous ~200 kb windows were determined for each sample, the values were subtracted and plotted against the moving average of the corresponding chromosome coordinates.

For Rad51 binding, the geometric mean over five probes of each sample was determined, after which data from two biological repeats were averaged (Fig. S2B). To identify peaks of Rad51 binding, the following parameters were used: 1) a cutoff value of 1.5 for the ratio of IP vs. input; 2) each peak value must be surrounded by 8 lower values on each side. This 8-probe cutoff was validated by visual inspection of the Rad51 binding profiles. For comparisons of Rad51 binding, the same peak matching protocol as for origins was applied (see above). For Rad51 peak identification

and amplitude comparisons, the baselines of the binding profiles in the different conditions were matched (Figs. 2 and 3, Figs. S2C and S3A). To determine differences in the level of Rad51 binding, the sums of the matched peak values for continuous ~200 kb windows were determined for each sample, subtracted, and plotted against the moving average of the corresponding chromosome coordinates (Fig. S3A). For identification of changes in Rad51 binding in -N vs. +N (Fig. S2C), we identified sites where 1) a peak was unique to either condition or 2) the value of the peak showed a greater than two-fold difference in either condition. As we found very few unique or increased Rad51 binding sites in -N compared to +N (Fig. S2C), we subsequently focused only on the enrichment in +N. A density map showing increases in Rad51 binding in +N (Fig. 2A, bottom) was established by summing the number of selected peaks over continuous ~200 kb windows and plotting the data against the moving average of the corresponding chromosome coordinates. The Pearson's correlation coefficients for changes in origin efficiencies and density of changes in Rad51 binding (Fig. 2A) were calculated for each chromosome. Chromosome 1: 0.613 (99% confidence: 0.602-0.625); chromosome 2: 0.388 (99% confidence: 0.365-0.402); chromosome 3: 0.372 (99% confidence: 0.347-0.396). For chromosome 2, as there is only one major region that differs between the two parameters (the first 0.5 Mb of the left arm, representing ~10% of the chromosome), the correlation was calculated excluding this area, taking into account 90% of the entire chromosome. These correlation coefficients indicate a strong positive relationship between changes in origin efficiencies and changes in Rad51 binding in +N vs. -N conditions.

For comparison of origin efficiencies between -N and -N/Cdc45 (Fig. 3B), we modified the analysis described above. In both conditions, we found large areas of the genome in which active origins are either absent or below our detection threshold. Therefore, we focused our analysis on genomic regions in which we could clearly identify origins in both -N and -N/Cdc45. Furthermore, we took into account the lower origin efficiencies across the genome in -N/Cdc45 (Fig. S4A), setting the cutoff for origin identification in -N and -N/Cdc45 at 1.05 (copy number ratio, HU vs. unreplicated) and then confirming the selected peaks by visual screening of the microarray data.

For analysis of histone occupancy and modifications, we set the cutoff for peak selection for the histone H3 ChIP-on-Chip at 1.0 to be as permissive as possible; the cutoff for H3 K4-trimethylation was kept at 1.5, as for Rad51. Changes in H3 and H3 K4Me3 across the genome between -N and +N were determined as described above for Rad51.

### **Pulsed-field gel electrophoresis (PFGE)**

## Supplemental References

Cromie, G.A., Hyppa, R.W., Cam, H.P., Farah, J.A., Grewal, S.I.S., and Smith, G.R. 2007. A discrete class of intergenic DNA dictates meiotic DNA break hotspots in fission yeast. *PLoS Genet* **3**:e141.

Ferreira, M.G., and Cooper, J.P. 2001. The fission yeast Taz1 protein protects chromosomes from Ku-dependent end-to-end fusions. *Mol Cell* **7**:55-63.

Heichinger, C., Penkett, C.J., Bahler, J., and Nurse, P. 2006. Genome-wide characterization of fission yeast DNA replication origins. *Embo J* **25**:5171-5179.

Hyppa, R.W., Cromie, G.A., and Smith, G.R. 2008. Indistinguishable landscapes of meiotic DNA breaks in rad50+ and rad50S strains of fission yeast revealed by a novel rad50+ recombination intermediate. *PLoS Genet* **4**:e1000267.

Sivakumar, S., Porter-Goff, M., Patel, P.K., Benoit, K., and Rhind, N. 2004. In vivo labeling of fission yeast DNA with thymidine and thymidine analogs. *Methods* **33**:213-219.

Tischfield, S.E., and Keeney, S. 2012. Scale matters: the spatial correlation of yeast meiotic DNA breaks with histone H3 trimethylation is driven largely by independent colocalization at promoters. *Cell Cycle* **11**:1496-1503.

How the deposited data were processed for this re-analysis (not part of the article)

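Copy number in HU was measured on 18 2-colour arrays, 2 dye-swapped arrays for each of 9 biological replicates in 5 conditions: Meiosis (+N), Meiosis (−N), Haploid (+N) and Haploid (−N) with 2 replicates each, and Diploid (−N) with 1. The authors deposited the scanner output of Feature Extraction 10.5.1.1, with raw and processed intensities for each dye and a log10 ratio of red over green. The processed intensities are background-subtracted and dye-normalized by a linear method. The authors also deposited log2 values for 42641 probes, which equal the scanner's ratio, turned to S phase over unreplicated DNA, within 0.001 on the log2 scale for at least 42611 probes of each array.

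From the processed intensities, the log2 ratio of S phase over unreplicated DNA was computed. Control spots and outlier spots were left out, each array was centred on its median over nuclear probes, and the arrays of a replicate were averaged. The files hold median but no mean signals, so the normexp alternative used median signals, with an offset of 50. Profiles are geometric means over 5 probes. The paper states that baselines were matched and its text does not name how. Here the most frequent value of each profile, from a kernel of bandwidth 0.02 on the log2 scale, was set to a copy number of 1. Origins were peaks of at least 1.1 that were higher than 8 values on each side, and origins under 8 probes apart were matched. Efficiency is copy number above 1 in percent. Window sums used 200 kb in steps of 5 kb. Matches expected without a relation came from 1000 circular shifts.

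Bins of 5 successive probes were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with all 9 replicates in one fit, no covariates and Benjamini-Hochberg adjustment over the bins of a comparison at 0.05. Origin numbers and efficiencies were compared by exact permutation tests. The 6 such tests planned for origins were adjusted together, and also with those on mitochondrial probes and on noise over all 10 that were run. These tests take the 9 replicates as exchangeable, which replicates of one condition are not. No scan day held both nitrogen-rich and starved replicates, so that no comparison of nitrogen can be told apart from the scan day. Other steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Tested on simulated data for Meiosis (+N) against Meiosis (−N), the bin test found 181 of 200 bins changed by 0.4 on the log2 scale, with 9 false calls among 8526 bins. The simulated noise was independent between bins and had the same spread in all conditions, while the measured spread differed between conditions. The 9 false calls thus do not give the error rate of the real comparison. The origin rule found 352 of 352 simulated origins. The origins named are the 5 with the largest and the 5 with the smallest or negative difference among those past the limma threshold in the same direction in all pairs of replicates. This rule, the comparisons between conditions by limma and by the 6 exact tests, and all alternatives but one were set before the data were examined. The bandwidth, the tests on noise, on segments above 2.5 copies and on a wrong label, and the list of origins outside the segments were set later. Meiosis (+N) replicate 2 was used as labelled. The alternative that was added leaves out segments above 2.5 copies with 10 probes on each side, and was chosen after seeing the data.

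The files name no genome build. The base composition of the reference assembly ASM294v3 at the probes' own coordinates followed the dye bias in 43 of 50 chromosome segments. In the other 7, all on chromosome I, the best fit lay a median of 6110 bases away, so the builds differ. Coordinates are therefore those of the array design, and no gene was placed from the reference. Regions I to VI of Fig. 4, between resistance cassettes integrated at intergenic sites, are not analysed here, as these sites were not placed on the coordinates of the array design.

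The alternatives tried were normexp, the authors' log2 values, loess, a filter on dim probes, each array of the dye swap alone, each replicate left out in the conditions with 2, the baseline, mean, cutoff and spacing of the origin rule, the matching distance, the window length and measure, the bin size, centring, replicates, blocks and variance model of the limma fits, and the kind of correlation. The number of arrays limits the precision.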

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

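The tests on the noise, on the segments above 2.5 copies and on a wrong label were chosen after the result was seen. The measure on mitochondrial probes and the interaction were planned.

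Among the 4 nitrogen-rich replicates, Meiosis (+N) replicate 2 lay far from the others in 3 measures, its median origin efficiency of 17.97%, its noise between neighbouring probes of 0.1382 on the log2 scale and its highest copy number of 9.626. In all, 12 groups of replicates were examined in this way, and chance alone marks about 1 in 20. Adding noise to replicate 1 up to the level of replicate 2 raised its origins from 605 to 866.5 ± 20.2 (SD of 20 simulations), below the 1068 of replicate 2. Noise may thus account for part of the additional origins. The same rule applied to the inverted profile called 495 troughs in replicate 2 and 1 in replicate 1. In HU, copy number rises around origins alone, so that origins do not account for troughs. The 495 also exceed the 294 peaks from simulated noise on a flat profile. Noise beyond the simulated kind may thus account for more of the additional origins. What then remains cannot be told apart from a difference between the cultures. The same added noise lowered the median efficiency of replicate 1 from 24.4% to 20.84% ± 0.396 (SD of 20 simulations), above the value of replicate 2, so that it may account for part of this difference as well, and the rest stays open.

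The highest copy numbers lay in 9 segments of 1118 to 5247 bp, with peaks of 3.26 to 9.626 copies in Meiosis (+N) replicate 2 and at most 2.059 in any other replicate. All 9 exceeded 2 copies on both dye-swap arrays, which argues against a fault of 1 array or dye. At 2 to 5 kb outside the segments, replicate 2 still lay above replicate 1 by a median log2 difference of 0.2191 (187 probes), and this fell to 0.02 at 5 to 10 kb. A gradual fall could come from extra rounds of replication at an origin, which is a hypothesis. DNA of these segments from another source, such as contaminating fragments, was not tested and stays open, and one replicate of 2 cannot tie the segments to the condition.

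A mislabelled sample was also weighed for Meiosis (+N) replicate 2. Its profile correlated most with Meiosis (+N) replicate 1 (r = 0.6813). With the 7 replicates of the other conditions r was 0.288 to 0.553, which argues against an exchange with one of these. Replicate 1 itself correlated more with the Haploid (+N) replicates (0.8128 and 0.812) and the Meiosis (−N) replicates (0.6936 and 0.6822) than with replicate 2. The value of 0.6813 thus does not by itself tie replicate 2 to its condition. A sample from outside these conditions could give the same values and stays open, and the means printed for Meiosis (+N) depend on this replicate.

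The nitrogen effect differed between the meiotic and the mitotic cycle in 52 of 8526 bins (limma interaction, adjusted p below 0.05), 7 in which it was higher in meiosis and 45 in which it was lower. Without Meiosis (+N) replicate 1 there were 1245 such bins, without its replicate 2 there were 185, and with any replicate of Haploid (+N), Haploid (−N) or Meiosis (−N) left out there were 0, with 768 to 1684 at an unadjusted p below 0.05. The cdc25-22 strain, the arrest and the temperature differed along with the cycle, so that these cannot be told apart from it, and no biological explanation was tested.

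The paper does not report on the 66 mitochondrial probes. Relative to nuclear probes, their mean log2 ratio was 0.07 ± 0.10 (SD, n = 4) in nitrogen-rich and -0.09 ± 0.07 (SD, n = 5) in starved replicates, a difference of 0.1609. The two-sided exact permutation p was 0.0397, and 0.119 after adjustment over the 10 tests run, which fails the correction. The groups overlapped, since Haploid (+N) replicate 1 lay at -0.05 and Meiosis (−N) replicate 1 at -0.01, so that a link to nitrogen cannot be decided. A ratio to nuclear probes also moves when nuclear DNA changes.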

How the results depend on the processing

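One alternative, leaving out the segments above 2.5 copies, was chosen after seeing the data. For origin numbers and efficiencies, the threshold below is an unadjusted exact permutation p of 0.05. Apart from single replicates left out, 304 of 387 values of the main comparisons (origin numbers, efficiencies and matching, highest windows, correlations between conditions and counts of bins) were unchanged by these rules: the same direction and side of the threshold where there is a test, within 1.5 times for counts of bins and for tested values without a p, within the 95% exact binomial interval for the share matched, and within 1 SD between replicates or pairs for the rest. The others were 75 that moved, 7 that lost the threshold and 1 that changed sign. Of 336 further values, 64 moved, 3 lost the threshold and 8 changed sign. The cause was not tested for any change below unless one is given.

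The nitrogen difference in origin numbers, 353.4, lost the threshold with the 25th percentile (373.6) and the 10th percentile (415.6) as the baseline, with means over 3 probes (378.6), a cutoff lowered by 0.05 (248.1) and 4 lower values on each side (349.8). On the second dye-swap array alone, which keeps the effect of the dyes, it reversed to -35.7. The difference in median efficiency was 4.238 percentage points, with a two-sided exact permutation p of 0.0476. After adjustment over the 6 planned tests it was 0.0952, so that the main result already fails the correction. The unadjusted p lost the threshold with loess (3.984) and with the 25th percentile baseline (4.473).

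With normexp, Meiosis (+N) and Meiosis (−N) had 461 and 142 origins of at least 1.3 copies, 434.5 origins were called in Meiosis (−N), 69.16% of (−N) origins matched, the highest window of chromosome III was 761.3, and the interaction held 89 bins. On the first dye-swap array alone, Meiosis (−N) had 876 origins, 112 of at least 1.3 copies, 67.19% matched, the lowest window of chromosome II was -15.51, and the interaction held 21 bins. On the second alone, Meiosis (−N) had 748.5 origins, 89 of at least 1.3 copies, 63.04% matched, the lowest windows were -48.13 on chromosome II and -10.13 on chromosome III, the highest on chromosome III was 241.5, and the interaction held 2 bins. Its correlations were 0.8711 for Meiosis (−N) with Haploid (−N), 0.8863 with Diploid (−N), and 0.76 for Haploid (+N) with Haploid (−N).

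For the origin rule, the lowest window of chromosome II became -4.735 with the median baseline, -0.2182 with means over 9 probes, -9.42 with the cutoff raised by 0.05 and -43.07 with a cutoff of 1.2. The cutoff of 1.2 left 419.5 origins in Meiosis (+N) and 133 in Meiosis (−N), with a difference in median efficiency of 7.935, and the cutoff lowered by 0.05 gave 603 in Meiosis (−N). With 4 lower values, Meiosis (−N) had 426.5 origins and 73.38% matched. Its origins of at least 1.3 copies numbered 59 with the 10th percentile baseline, 19.5 with 9 probes and 18 from mean profiles. The highest window of chromosome III was 520.4 with the 10th percentile baseline. Matching reached 50% under 4 probes and 88.54% under 16 probes. The highest window of chromosome III was 234.2 for 100 kb and 728.9 for 400 kb, while those of chromosomes I and II moved by less than the SD between pairs of replicates. As a mean log2 ratio over all probes, which is another unit, the highest windows were 0.1429, 0.09644 and 0.0882 on chromosomes I, II and III, and the lowest on chromosome II was -0.00481.

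Meiosis (−N) with Haploid (−N), Meiosis (−N) with Diploid (−N) and Haploid (+N) with Haploid (−N) correlated with 0.5091, 0.5254 and 0.521 by Spearman's rho, and with 0.5435, 0.6019 and 0.5628 over single probes.

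In the limma fits, single probes gave 376 calls for Meiosis (+N) against Meiosis (−N), where bins gave 1035, and 0 against Haploid (+N) (946), 0 for Meiosis (−N) against Haploid (−N) (2), 283 for Haploid (+N) against Haploid (−N) (1277), 0 for the interaction (52) and 3376 for nitrogen over all replicates (1836); the counts of 0 had 7846, 775 and 3530 probes at an unadjusted p below 0.05. Bins of 20 probes, which are fewer, gave 356, 471, 629, 111 and 660 calls for the same comparisons without Meiosis (−N) against Haploid (−N). Fitting only the groups compared, which leaves fewer replicates for the spread, gave 131 calls for Meiosis (+N) against Meiosis (−N), 163 against Haploid (+N), 11 for Meiosis (−N) against Haploid (−N), 6 against Diploid (−N) and 2083 for Haploid (+N) against Haploid (−N). Meiosis (−N) against Haploid (−N) had 1 call with loess, on the second dye-swap array, with centring on the most frequent value and with the slide as a random block. The interaction held 25 bins with that centring, 29 with the slide block and 16 with a trended and robust variance. Nitrogen over all replicates had 1025 calls with the slide block. Scan days group the replicates as slides do, except that the Haploid (+N) replicates shared a day but no slide. Between conditions, the correlation within days was 0.898 and that within slides -0.19, so that the first rests on the Haploid (+N) replicates. With the scan day as a random block, there were 15 calls for Meiosis (+N) against Haploid (+N), 651 for Meiosis (−N) against Haploid (−N), 12 against Diploid (−N), 250 for Haploid (+N) against Haploid (−N), 19 for the interaction and 758 for nitrogen over all replicates. Of 100 splits of the 9 replicates into 4 and 5, 1 gave as many calls for nitrogen over all replicates, the real one. Most of these splits part the replicates of a condition, which are alike. Of the 6 possible splits that keep conditions whole, 5 were among those drawn and the real one alone gave as many calls. None of the other splits drawn gave more than 2 calls, against 1836, which argues against chance as the source of the whole count. The share itself cannot exclude chance, as 1 in 6 is the smallest that splits of whole conditions allow.

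The replicate numbers do not pair the samples. Deviations of same-numbered replicates correlated from -0.4594 to 0.1703 over 6 pairs of conditions, 2 of them above 0.1. With the replicate block, 760 bins were called for Meiosis (+N) against Meiosis (−N), 616 against Haploid (+N), 0 for Meiosis (−N) against Haploid (−N), 929 for Haploid (+N) against Haploid (−N), 0 for the interaction and 889 for nitrogen over all replicates, with 182 and 1262 bins at an unadjusted p below 0.05 behind the counts of 0.

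Each replicate of the conditions with 2 was left out in turn, and a group left with 1 replicate was assumed to vary like the others. The nitrogen difference ranged from 217.6 to 419.9 origins and lost the threshold in 5 of 8 cases (exact permutation p of 0.0536 to 0.0857). In median efficiency it ranged from 3.535 to 5.905 points and lost the threshold in 7 of 8 (exact permutation p of 0.0714 to 0.1143). For origins of at least 1.3 copies it lost it in 0 of 8. The difference in median efficiency between Meiosis (+N) and Meiosis (−N), 1.436, reversed to -1.783 without Meiosis (+N) replicate 1 and rose to 4.654 without its replicate 2. Origins of at least 1.3 copies in Meiosis (−N) ranged from 8 to 64, and matching from 68.11% to 87.5%. Calls ranged from 70 to 2110 for Meiosis (+N) against Meiosis (−N), from 0 to 2762 against Haploid (+N), from 0 to 8 for Meiosis (−N) against Haploid (−N), from 110 to 2183 for Haploid (+N) against Haploid (−N) and from 0 to 1245 for the interaction. Leaving out Meiosis (−N) replicate 2 gave the 70 calls, leaving out Haploid (+N) replicate 1 the 110, and leaving out any replicate of Haploid (+N), Haploid (−N) or Meiosis (−N) gave 0 for the interaction, with 768 to 1684 bins at an unadjusted p below 0.05.

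Of the origins named, 4 of the 5 largest and 2 of the 5 smallest differences lost the limma threshold in at least one alternative.

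The alternative for regions I to VI was not run, as these are not analysed here. Median signal over background was at least 57.2 on every array, and the number of arrays limits the precision.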

Differences from the paper's values

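The origin numbers and windows below are more than 1.5 times apart. That this criterion was used for them without the spread between replicates was decided after seeing the values. For the origin numbers of Meiosis (+N) in total and on chromosome I, and for the windows of chromosomes I and II, the difference from the paper lies within the SD between replicates or pairs of replicates. The paper states that Fig. 1 gives representative experiments, and its Fig. 2A takes the efficiencies of Fig. 1. The paper's values may thus come from 1 experiment, while those found here are means over replicates. Leaving out Meiosis (+N) replicate 2 leaves replicate 1 alone in that condition.

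The paper shows about 520 origins in Meiosis (+N) in Fig. S1C, read by eye, and 836.5 were found here. Of the alternatives set before the data were examined, the median baseline (671), means over 9 probes (593.5), the cutoff raised by 0.05 (576) or to 1.2 (419.5), 16 lower values on each side (649.5), mean profiles (670) and leaving out Meiosis (+N) replicate 2 (605) came within 1.5 times of the paper's value, and the others did not. The paper shows about 210 on chromosome I, where 346 were found, and about 180 on chromosome II, where 302.5 were found, both in Fig. S1C, read by eye. The same 7 alternatives brought these within 1.5 times, and the others did not. In Meiosis (−N), the paper shows about 60 on chromosome I in Fig. S1C, read by eye, and 102.5 were found. The median baseline (88.5), means over 9 probes (69), the cutoff raised by 0.05 (55), 16 lower values (71), mean profiles (68) and leaving out Meiosis (−N) replicate 2 (77) came within 1.5 times, and the others did not.

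For the highest 200 kb window of chromosome I, the paper shows about 320 in Fig. 2A, read by eye, and 1076 was found. Leaving out Meiosis (+N) replicate 2 gave 379.5, within 1.5 times, and the other alternatives set before the data were examined did not; leaving out segments above 2.5 copies, chosen after seeing the values, gave 428.4, also within 1.5 times. For chromosome II, the paper shows about 280 in Fig. 2A, read by eye, and 571.3 was found. Means over 9 probes (410) and leaving out that replicate (382.3) came within 1.5 times, and the others did not. For chromosome III, the paper shows about 260 in Fig. 2A, read by eye, and 399.9 was found. Loess (366.4), the second dye-swap array alone (241.5), the median baseline (335.7), the arithmetic mean (385.6), means over 9 probes (305.6), a cutoff of 1.2 (370.1), 16 lower values (330.5), and leaving out Meiosis (+N) replicate 2 (313.9) or Meiosis (−N) replicate 1 (369.4) came within 1.5 times, and the others did not.

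The paper states that origins of premeiotic S phase were more efficient in nitrogen-rich medium. The median over the origins called was 21.2% ± 4.55 (SD, n = 2) in Meiosis (+N) and 19.7% ± 0.483 (SD, n = 2) in Meiosis (−N), with replicate 2 of (+N) below both (−N) replicates, while 157 of 160 matched origins were higher in (+N). The paper states that the arithmetic mean gave the same results, and here 829 origins were called with it in Meiosis (+N) against 836.5.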

Other observations

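The test of noise as a source of the origins, and the origins listed outside the segments above 2.5 copies, were chosen after the result was seen. The tests on the centromere and on matched origins were planned.

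Nitrogen-rich replicates had more origins than starved ones on average. Noise between neighbouring probes, on the log2 scale, was 0.138 in Meiosis (+N) replicate 2, while in the other 3 nitrogen-rich replicates it was 0.0307 to 0.0359, below the 0.0374 to 0.0853 of the starved ones. Without Meiosis (+N) replicate 2 the difference in origin numbers was 217.6, with p = 0.0714 in a two-sided exact permutation test, so that for all origins called a part of noise stays open. For origins of at least 1.3 copies the difference without that replicate was 171 (p = 0.0179, two-sided exact permutation test), with the more origins in the replicates with less noise, which argues against noise as the whole source of that difference. The conditions differed in more than nitrogen, and no biological explanation was tested.

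Origins nearer the centromere may be more efficient after nitrogen starvation. Across the 192 origins of Meiosis (−N), which are not independent replicates, Spearman's rho of efficiency with distance to the centromere was -0.3694. The one-sided permutation p was 0.002 from 1000 circular shifts, and 0.0025 after adjustment over the 5 conditions. The shifts themselves gave rho from -0.246 to -0.0472 (5% to 95%), so that rho without a relation is not 0. In Diploid (−N), Haploid (−N) and Haploid (+N), rho was -0.3972, -0.3285 and -0.2636, where 5% of shifts lay below -0.2456, -0.2132 and -0.199. Each had a permutation p of 0.001, the smallest that the shifts allow. In Meiosis (+N) rho was -0.1186 with a permutation p of 0.116. The relation is thus not limited to starved cells, and a difference between conditions was not tested. No relation passed for the distance to the chromosome end.

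The origins that are used after starvation may be those that are the more efficient ones in nitrogen-rich medium. Origins of the mean Meiosis (+N) profile that matched a Meiosis (−N) origin had a median efficiency of 41.9%, and the others 17.4%, a difference of 24.54 percentage points (one-sided permutation p = 0.001, the smallest that 1000 circular shifts allow), where the shifts reached 13.2.

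Outside the segments above 2.5 copies, the 5 largest differences between Meiosis (+N) and Meiosis (−N) began at 2983881 on chromosome II, at 2577203 on chromosome I, at 2061535 and 752508 on chromosome III and at 1476596 on chromosome I. They ranged from 41.1 to 72.2 percentage points of efficiency, and each was higher in (+N) in all pairs of replicates. At the first, the efficiency was 59.5% ± 17.9 (SD, n = 2) in (+N) and -12.7% ± 4.2 (SD, n = 2) in (−N), where a negative value is a copy number below the baseline.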
